# The *Drosophila* speciation factor HMR localizes to genomic insulator sites

**DOI:** 10.1371/journal.pone.0171798

**Published:** 2017-02-16

**Authors:** Thomas Andreas Gerland, Bo Sun, Pawel Smialowski, Andrea Lukacs, Andreas Walter Thomae, Axel Imhof

## Abstract

Hybrid incompatibility between *Drosophila melanogaster* and *D*. *simulans* is caused by a lethal interaction of the proteins encoded by the *Hmr* and *Lhr* genes. In *D*. *melanogaster* the loss of HMR results in mitotic defects, an increase in transcription of transposable elements and a deregulation of heterochromatic genes. To better understand the molecular mechanisms that mediate HMR’s function, we measured genome-wide localization of HMR in *D*. *melanogaster* tissue culture cells by chromatin immunoprecipitation. Interestingly, we find HMR localizing to genomic insulator sites that can be classified into two groups. One group belongs to *gypsy* insulators and another one borders HP1a bound regions at active genes. The transcription of the latter group genes is strongly affected in larvae and ovaries of *Hmr* mutant flies. Our data suggest a novel link between HMR and insulator proteins, a finding that implicates a potential role for genome organization in the formation of species.

## Introduction

Biodiversity is the result of the emergence and the extinction of species. New species form by pre- and post-zygotic isolation mediated by genetic incompatibility [1]. One of the best characterized examples of hybrid incompatibility is the gene pair *Hybrid male rescue* (*Hmr*) and *Lethal hybrid rescue* (*Lhr*). *Hmr* and *Lhr* cause hybrid incompatibility between the closely related fly species *Drosophila melanogaster* and *D*. *simulans*. *Hmr* diverged in both *Drosophila* sibling species under positive selection [2]. HMR and LHR from both species interact physically and localize predominantly to centromeric regions [3]. A reduction of HMR expression results in a misregulation of transposable elements, satellite DNAs and heterochromatic genes [3–5]. The major difference between HMR and LHR in *D*. *melanogaster* and *D*. *simulans* is their substantial difference in protein amounts [3,6], which has been proposed to result in a lethal gain of function in male hybrids [3]. High levels of HMR and LHR in hybrids and overexpression of these proteins in pure species lead to an increased number of binding sites of the complex [3]. Such spreading phenomena based on protein amount have been observed for several chromatin-associated complexes such as the dosage compensation complex [7,8], the polycomb complex [9] or components of pericentromeric heterochromatin [10,11]. In most cases, the precise mechanisms for targeting and spreading are not fully understood. Interestingly, several of the components involved in these processes show signs of adaptive evolution and differ substantially even in very closely related organisms [12–14]. This observation has spurred a model of a dynamic genome that drives the adaptive evolution of chromatin-associated factors [15].

Eukaryotic genomes of closely related species differ mostly in the amount and sequence of repetitive DNA [16–18]. This DNA is often derived from transposable elements, which are highly mutagenic and are therefore under tight transcriptional control by the cellular machinery. During evolution transposons or transposon-derived sequences occasionally adopted structural or novel *cis*-regulatory functions, thereby contributing to the evolution of new, species-specific, phenotypic traits [19–21]. Genomic insulators are a particular class of such novel, fast evolving, *cis*-regulatory elements that show signs of transposon ancestry [22,23]. A strong expansion of these elements is observed in arthropods, which also experienced a successive gain in the number of insulator binding proteins during evolution [24]. In fact, the *Drosophila* genome harbours a large variety of insulator proteins such as CTCF, BEAF-32, Su(Hw), Mod(mdg4) and CP190, which all affect nuclear architecture [25]. Different *Drosophila* species underwent multiple genomic rearrangements and transposon invasions [26,27], which presumably resulted in an adaptive response of regulatory DNA binding factors to maintain spatial and temporal gene expression. For example, binding sites for the insulator proteins BEAF-32 and CTCF show a high degree of variability when compared among very closely related species [26,27]. The gain of new insulator sites is associated with chromosome rearrangements, new born genes and species-specific transcription regulation [19,23]. Similar to insulator proteins, which tend to cluster in specific nuclear regions [28], the speciation factor HMR clusters at centromeres or pericentromeric regions in diploid cells [3,6] but is also detected at distinct euchromatic regions along the chromosome arms in polytene chromosomes [3]. A unifying feature for many of these sites is their close proximity to binding sits of the Heterochromatin Protein 1 (HP1a), a HMR interactor and a well-characterized heterochromatic mark.

Various studies describe HMR’s localization to heterochromatin, but the molecular details on HMR’s binding sites and its recruitment to these sites are not well understood. To get new insights into HMR’s association to chromatin, we measured HMR’s genome-wide localization by chromatin immunoprecipitation (ChIP) in the *D*. *melanogaster* embryonic S2 cell line. We demonstrate an extensive colocalization of HMR with a subset of insulator sites across the genome. HMR’s binding to genomic *gypsy* insulators, which constitute the major group of its binding sites, is dependent on the residing insulator protein complex. In a second group, HMR borders heterochromatin together with the insulator protein BEAF-32. In agreement with previous low-resolution techniques in cell lines and fly tissue [3], these binding sites are enriched at pericentromeric regions, the cytological region 31 on the 2nd chromosome and the entire 4th chromosome. At most of these sites, HMR associates to the promoters of actively transcribed genes. Interestingly, these genes code for transcripts that have been reported to be downregulated in *Hmr* mutant larvae and ovaries. Altogether, our data provide evidence for a functional link between HMR and insulator proteins, which potentially results in hybrid incompatibilities due to the adaptive evolution of these genome-organizing complexes.

## Materials and methods

### Cell culture and RNAi

*D*. *melanogaster* S2-DRSC cells were obtained from the DGRC and grown at 26°C in Schneider's *Drosophila* medium (Invitrogen) supplemented with 10% fetal calf serum and antibiotics (100 units/mL penicillin and 100 μg/mL streptomycin).

For RNAi experiments cells were incubated in serum-free medium containing 10 mg/mL dsRNA. After 1 hr of incubation, the serum-containing medium was supplied. Samples were taken after 7 days. The dsRNA was prepared using the MEGAScript T7 Transcription Kit (Thermo Fisher Scientific) following the manufacturers instructions with primers listed in S1 Table.

### Chromatin immunoprecipitation, Real-Time PCR and sequencing

For chromatin immunoprecipitation (ChIP) cells were crosslinked with 1% formaldehyde for 5 min at room temperature. Upon cell lysis, protease inhibitors and proteasome inhibitor MG-132 (Enzo Life Sciences) were applied. The chromatin was isolated and sheared with adaptive focused acoustics (Covaris) to an average size of 200 base pair (bp). For each ChIP reaction, chromatin isolated from 1–2 x 10^6^ cells was incubated with following antibodies precoupled to Protein A/G Sepharose: rat anti-HMR 2C10 (RRID: AB2569849) [3] with rabbit IgG anti-rat IgG (RRID: AB2339804), mouse anti-HP1a C1A9 (RRID: AB528276) [29], rabbit anti-H3 (RRID: AB302613), rabbit anti-H3K9me3 (RRID:AB2532132) and mouse anti-FLAG (RRID: AB262044). Real-Time PCR was performed with Fast SYBR Green master mix (Applied Biosystems) using a LightCycler 480 II (Roche). For deep sequencing, all libraries were prepared using MicroPlex (Diagenode) or NEBNext (NEB) Library Preparation kit and single-end, 50 bp sequenced with the Illumina HiSeq2000. An overview of all ChIP-Seq samples used and the number of uniquely aligned sequence reads is provided as S2 Table. A list of HMR peaks used for further analyses is provided as S3 Table. All sequencing data are publicly available as described below.

### Data analysis

The raw reads were aligned to the *D*. *melanogaster* genome assembly (dm3) using Bowtie 2.2.6 with unique mapping criteria and exclusion of chromosome Uextra [30]. The raw read quality was accessed using FASTQC 11.5 [31] and read filtering was performed using FastX 0.0.13 [32]. Sequencing tracks were visualized using IGB [33] and IGV [34] genome viewers. Peak calling, motif search and peak annotation were performed using HOMER 4.8 with peak size of 200 bp [35] and ChIPseeks implementation of HOMER [36]. For downstream analysis, peaks identified in two out of three biological replicates were taken. Downstream analysis steps were performed using Python and R and parts of data preprocessing was done using ChipPeakAnno [37]. For repeat analysis, reads from ChIP-Seq experiments were mapped to RepBase version 19.10 [38] using Bowtie [30]. Only unique reads were kept for analysis. For each repetitive element, the log2 fold change was calculated. Following genome-wide binding data sets derived from S2 cells (unless stated otherwise) were used: CP190, Su(Hw), CTCF and mod(mdg4) from GEO GSE41354 [39], BEAF-32 from GEO GSE32815 [40]. RNA expression data for untreated S2 cells was taken from GEO GSE46020. For *D*. *melanogaster* larvae and ovaries, RNA-Seq data were taken from NCBI BioProject PRJNA236022 [4] and analyses were performed with cuffdiff 2 [41]. An extended description of the bioinformatics tools and methods used is provided in S1 Methods.

### Western blot analysis

Samples were boiled in loading buffer, separated on SDS-PAGE gels (Serva), processed for western blot using standard protocols and detected using rat anti-HMR 2C10 (1:20) (RRID: AB2569849), rabbit anti-CP190 (RRID: AB2615894) [42], rabbit anti-H3K9me3 (1:2000) (RRID:AB2532132) and mouse anti-Tubulin (1:800) (RRID: AB2241150) antibodies. Secondary antibodies included sheep anti-mouse (1:5000) (RRID: AB772210), goat anti-rat (1:5000) (RRID: AB772207), donkey anti-rabbit (1:5000) (RRID: AB772206) coupled to horseradish peroxidase.

### Data access

ChIP-Seq data from this study are publicly available at NCBI GEO (GSE86106).

## Results

### Genome-wide binding map of HMR in *D*. *melanogaster*

Immunohistological studies revealed a binding of HMR to centromeric or pericentromeric regions in diploid cells and to several euchromatic and telomeric regions in polytene chromosomes [3,6]. However, detailed information on HMR’s binding to chromatin was so far lacking. To better understand the molecular mechanisms that govern HMR’s binding within the genome, we mapped the genomic binding sites of HMR in cultured *D*. *melanogaster* S2 cells. 

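S2 cells are a cultured line derived from Drosophila embryos. In chromatin immunoprecipitation followed by sequencing (ChIP-Seq), DNA bound by a protein is recovered with an antibody, sequenced and set against the input, the same chromatin before the antibody step. The deposited peak lists analysed here come from 3 biological replicates of anti-HMR ChIP and 2 replicates of the control ChIP with an anti-FLAG antibody (control IgG), all from untreated S2 cells. The ChIP libraries of RNAi-treated cells and those with other antibodies were not analysed here. The authors aligned the reads to the dm3 assembly, kept uniquely mapped reads and called peaks with HOMER in each sample separately, against an input. Each list gives the position of its peaks and the caller's summary of the library, but no tag count, fold enrichment or p-value per peak. The caller used 7190138, 11589116 and 11484450 tags for HMR replicates 1, 2 and 3, and 8794859 and 16782808 tags for control IgG replicates 1 and 2. The caller's estimate of the share of tags inside peaks was 2.67% in HMR replicate 1, 1.51% in replicate 2 and 1.49% in replicate 3, against 0.02% and 0.24% in the 2 control libraries. A peak was kept at a false discovery rate of 0.001. At that rate it needed at least 30, 41 and 41 tags in the HMR replicates, and 34 and 51 in the control replicates, so the limit differed with depth and a site just below it is missing from a list without being shown to be unbound. HMR and control replicate 1 were called against one input and HMR and control replicate 2 against another, and HMR replicate 3 had its own. From these lists, peaks of different replicates were merged where they overlapped by at least 1 bp, and sites were counted by the number of lists that held them. Densities were computed over chromosome spans from position 1 to the last peak of any list, because no dm3 genome was used here. Sites within one list are not independent replicates, so the tests over sites cover counting error only, and the 3 HMR lists are given one by one where a result can be split.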

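The HMR lists held 1151, 903 and 781 peaks in replicates 1, 2 and 3. Merged across replicates they gave 1515 sites. All 3 replicates held 526 of them. A further 88 sites were found in replicates 1 and 2 only, 151 in replicates 1 and 3 only and 29 in replicates 2 and 3 only. Another 386, 260 and 75 sites were found in replicate 1, 2 or 3 alone, which together make 721 sites, or 47.6% of those merged. When the peaks of each list were rotated along their chromosomes by a random offset, the mean number of sites shared by at least 2 lists was 8.89 and the largest of 1000 draws was 134 (one-sided rotation permutation test on the observed number, p = 0.001, the smallest these draws can give). Of the peaks of replicate 3, 86.6% overlapped a peak of replicate 1 and 70.9% a peak of replicate 2, while 53.3% of the peaks of the longer replicate 1 list overlapped a peak of replicate 2. The rule on the number of replicates moved the count most: asking for all 3 lists leaves the 526 sites above, and taking any list the full 1515.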

We used a highly specific monoclonal antibody against HMR [3] to purify associated chromatin followed by next generation sequencing (ChIP-Seq) and derived a set of 794 HMR binding sites, which were present in at least two out of three biological replicates (Fig 1A). A composite plot of all HMR binding sites found in the genome revealed a sharp peak of HMR binding with a width of approximately 200 nucleotides, which is reminiscent of sequence specific transcription factors (Fig 1B). To validate the identified HMR binding sites, we applied multiple strategies. First, we measured enrichment of the HMR binding sites in ChIP experiment using an anti-FLAG antibody, an epitope that is not expressed in wild type cells (Fig 1B and S1A Fig). 

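The control IgG lists held 22 peaks in replicate 1 and 242 in replicate 2, which merged to 249 sites, 15 of them in both lists. Of the 794 HMR sites in at least 2 lists, 3 overlapped a control peak by 1 bp or more, a share of 0.378% (95% Wilson interval 0.129% to 1.10%, counting error only). Rotated control peaks overlapped 0.589 sites on average and at most 6 (two-sided rotation permutation test, p = 0.0619), a number above the rotated mean that did not pass the threshold of 0.05 but lies close to it. The same 3 sites passed it when an overlap of at least 100 bp was asked for (two-sided rotation permutation test, p = 0.0180). The first of the 3 sites lies on 2R from 711766 to 711982 (dm3), is annotated as the promoter of CG17528 (NM_001042997) and was found in all 3 HMR replicates. The second, on 3L from 15803020 to 15803236, was also found in all 3 and is annotated as the transcription termination site of CG13445 (NM_140546). Both overlap a peak of control replicate 2. The third, on X from 7180195 to 7180433 at the promoter of CG2059 (NM_132160), overlaps a peak of each control replicate and was found in HMR replicates 1 and 3. With control peaks up to 1000 bp away counted too, 10 sites had one, more than after rotation (two-sided rotation permutation test, p = 0.00999). The comparison rests on control replicate 2, without which 1 overlapping site remained.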

Second, we performed RNAi knock-down experiments to reduce HMR protein level and compared the enrichment of HMR between HMR RNAi treated cells and Control (Ctrl) RNAi treated cells. Although we observe an overall reduction of HMR binding at most HMR peaks (S1B Fig), we rarely see a complete loss of binding despite the high efficiency of the HMR knock-down. This apparent discrepancy suggests that chromatin-bound HMR is rather resistant towards a RNAi-mediated removal. The existence of such RNAi-resistant binding sites in ChIP experiments has been observed before and was attributed to high-affinity binding sites [43] or an incomplete removal of the chromatin-bound factors. Third, we used the CRISPR/*cas9* system to edit the HMR locus in S2 cells such that the cell line exclusively expresses an HMR allele, which carries a double FLAG-tag at the C-terminus. ChIP-qPCR using HMR and FLAG antibody in wild type and HMR-Flag_2_ expressing cells showed specific and reproducible enrichment of HMR at selected HMR binding sites (S1C Fig).

**Fig 1:**
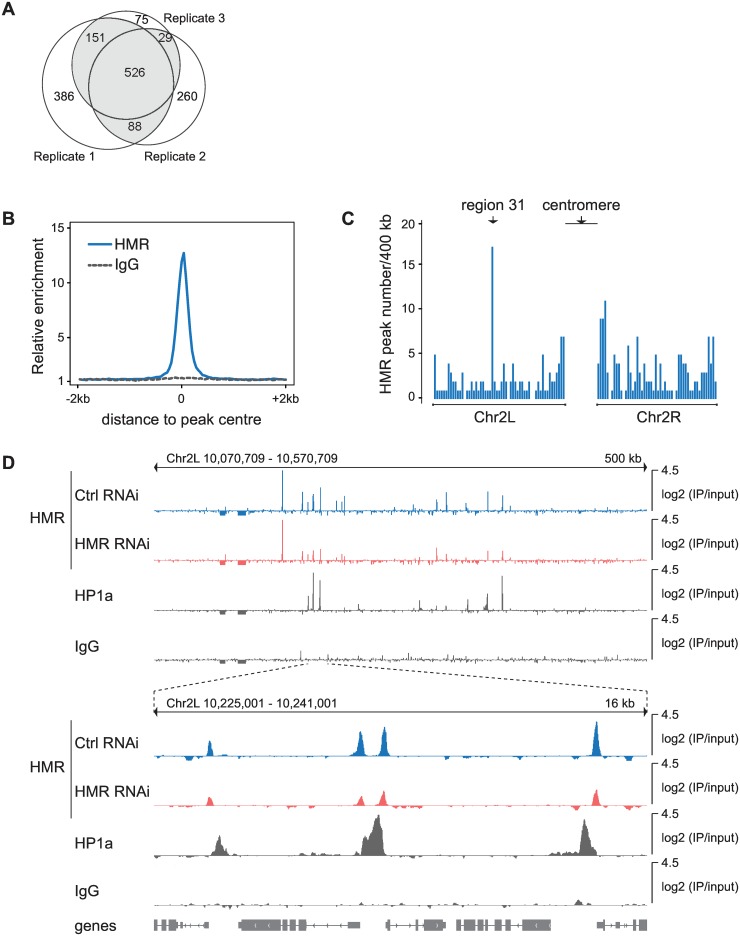
Identification of HMR binding sites in *D*. *melanogaster* S2 cells. **(A)** Venn diagram of HMR peaks showing the number of peaks identified in three independent biological replicates. Peaks identified in at least two out of three replicates were used for further analysis and are highlighted in *grey*. **(B)** Composite analysis of HMR and control IgG (anti-FLAG) ChIP signals at genomic HMR peak positions. **(C)** Histogram of HMR peak density across the left arm (2L) and right arm (2R) of the 2nd chromosome. The cytological region 31 and centromere-proximal regions are indicated **(D)** Genome browser view of HMR, HP1a and control IgG (anti-FLAG) ChIP signals at region 31. HMR ChIP signals obtained upon knock-down using control RNAi and HMR RNAi are shown with the same amplitude.

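The lists give no value per peak, so their order was used as a rank. Within a chromosome, list order and the caller's own peak number had a Spearman rho of at least 0.973 over the chromosomes with at least 10 peaks in HMR replicates 1 and 2. The list of HMR replicate 3 numbers its peaks in list order, so this comparison could not be made for it, and its order is tied to the others only by the correlations between lists given below. Relative positions run from 0 for the first peak to 1 for the last. In HMR replicate 1, peaks found in that replicate alone had a median relative position of 0.759, peaks found in 1 other replicate 0.610 and peaks found in all 3 replicates 0.245. The corresponding medians were 0.784, 0.579 and 0.332 in replicate 2, and 0.864, 0.736 and 0.353 in replicate 3. For sites shared by a pair of lists, the Spearman rho between their positions was 0.782 for replicates 1 and 2 (614 sites), 0.844 for replicates 1 and 3 (677 sites) and 0.798 for replicates 2 and 3 (555 sites). These correlations are across sites, which are not independent replicates, and positions were compared within a list only as ranks.

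**Figure D1:**
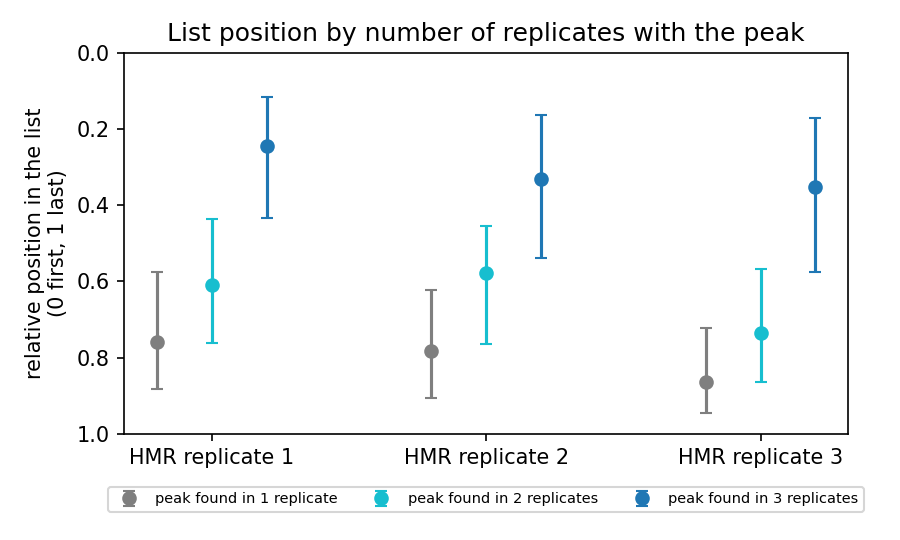
Relative list position (0 first, 1 last; axis inverted) of HMR peaks in each replicate, by the number of replicates with the peak; points are medians and bars the quartiles. Peaks found in all 3 replicates stand nearest the top of each list, with medians of 0.245, 0.332 and 0.353.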

We find HMR binding sites on all chromosomes and distributed along the whole chromosome arms with a marked increase in peak density at pericentromeric regions and at the 4th chromosome where we also observe a higher density of binding sites for HP1a, a known interaction partner of HMR [3,4] (Fig 1C and S1D Fig). 

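On chromosome 4, 37 HMR sites were found over a span of 1.28 Mb, or 29.0 sites per Mb. The density there was 4.77 times that of the 5 large arms (95% exact interval 3.33 to 6.64; two-sided exact binomial test, p = 5.74e-14). The ratio was 4.02, 4.58 and 4.32 in the lists of HMR replicates 1, 2 and 3. Among the alternatives tried it was lowest, at 3.26, for sites of any list and highest, at 6.49, for sites in all 3 lists. The 2 Mb next to the centromere on 2L, 2R, 3L, 3R and X, which in dm3 is the start of 2R and 3R and the end of the others, together held 92 of the 721 sites on these arms, or 9.20 per Mb. That is 1.59 times the density of the rest of the arms (95% exact interval 1.26 to 1.98; two-sided exact binomial test, p = 9.26e-05). The 3 lists gave ratios of 1.35, 1.92 and 1.40. Taken one by one, the arms differed. The proximal ratio was 2.30 on 2L (23 of 128 sites, p = 0.000787, two-sided exact binomial test) and 2.71 on 2R (36 of 163 sites, p = 1.36e-06 by the same exact test). It was 1.20 on 3L (15 of 156, p = 0.465), 0.805 on 3R (9 of 153, p = 0.639) and 0.815 on X (9 of 121, p = 0.749), where by the two-sided exact binomial test no increase was detectable at these counts. One common ratio for the 5 arms was rejected by an exact conditional test on chi-square, estimated with 10000 draws (one-sided, p = 0.0010). Without HMR replicate 2 the ratio on 2L was 1.75 and no longer passed the threshold (two-sided exact binomial test, p = 0.0544). The list of control IgG replicate 2 also had a raised proximal density, with 31 of 177 peaks and a ratio of 2.31 (two-sided exact binomial test, p = 0.000105), whereas its ratio on chromosome 4 was 2.10 (4 of 181 peaks, p = 0.129, two-sided exact binomial test). Control replicate 1 had none of its 19 arm peaks in either place. The paper relates the number of pericentromeric peaks to the strong centromeric HMR signal of its earlier antibody staining.

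**Figure D2:**
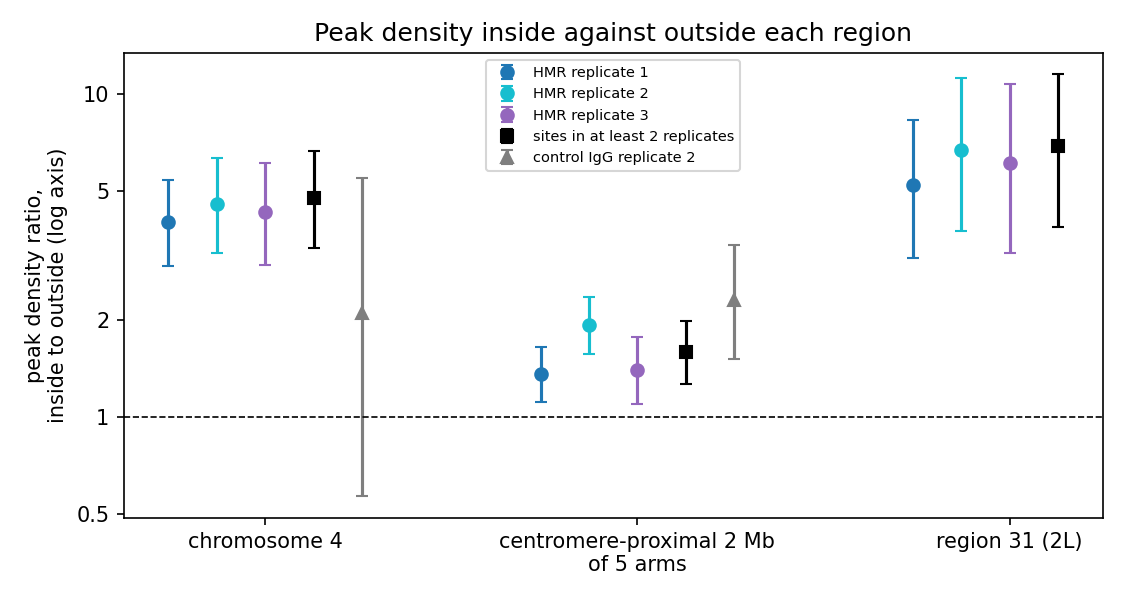
Density of peaks inside chromosome 4, the proximal 2 Mb and region 31, divided by the density outside (log axis; bars are 95% exact intervals, the dashed line is a ratio of 1). All 3 HMR replicates lie above 1 in each place; the control IgG replicate 2 list lies above 1 in the proximal 2 Mb and on chromosome 4, where its interval includes 1, and has no peak in region 31.

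**Figure D3:**
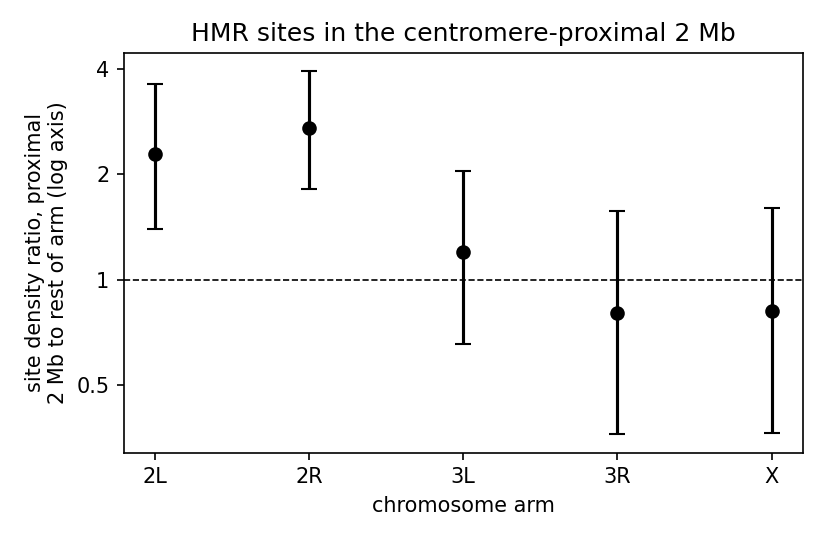
Density of HMR sites in the proximal 2 Mb of each arm divided by that of the rest of the arm (log axis; bars are 95% exact intervals). The intervals of 2L and 2R lie above 1, and those of 3L, 3R and X include 1.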

Unfortunately, the centromeric regions are not present in the current *Drosophila* genome assembly, preventing read mapping and analysis in this area of the genome. However, the increased number of peaks at pericentromeric regions (S1D Fig) is consistent with the strong centromeric HMR signal we previously observed when staining S2 cells with an anti-HMR antibody [3]. 

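In the 500 kb window of 2L that Fig. 1D is taken from, the 3 HMR lists gave 21 merged sites between 10143646 and 10431125 (dm3). Of these, 17 were found in at least 2 replicates and 13 in all 3. No control IgG peak fell in the window. The 17 sites correspond to 34.0 per Mb and to 6.88 times the density of the rest of 2L (95% exact interval 3.87 to 11.5; two-sided exact binomial test, p = 3.42e-09). The paper shows this region for the clustering of these same peaks, so the p-value is not an independent test. The paper also reports HMR binding there in polytene chromosomes. In the separate lists the ratio was 5.23, 6.70 and 6.11 for replicates 1, 2 and 3. The 400 kb bin from 10.0 to 10.4 Mb held 13 sites, the most of the 111 bins on 2L and 2R, whose median was 2. The next fullest bin outside the proximal 2 Mb held 7. All 17 sites are annotated as promoter-TSS in S3 Table, which puts 6 of them in class 1, next to HP1a, and 11 in class 2. In the 16 kb view of Fig. 1D, the site at 10226794 to 10227002 is annotated to the promoter of CG5708 (NM_135515), was found in replicates 1 and 2 and is in class 2. A pair of sites at 10231612 to 10231857 and 10232317 to 10232552, both annotated to the promoter of eEF1delta (NM_135517), and a site at 10239171 to 10239389 at the promoter of me31B (NM_078809) were each found in all 3 replicates and are in class 1.

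**Figure D4:**
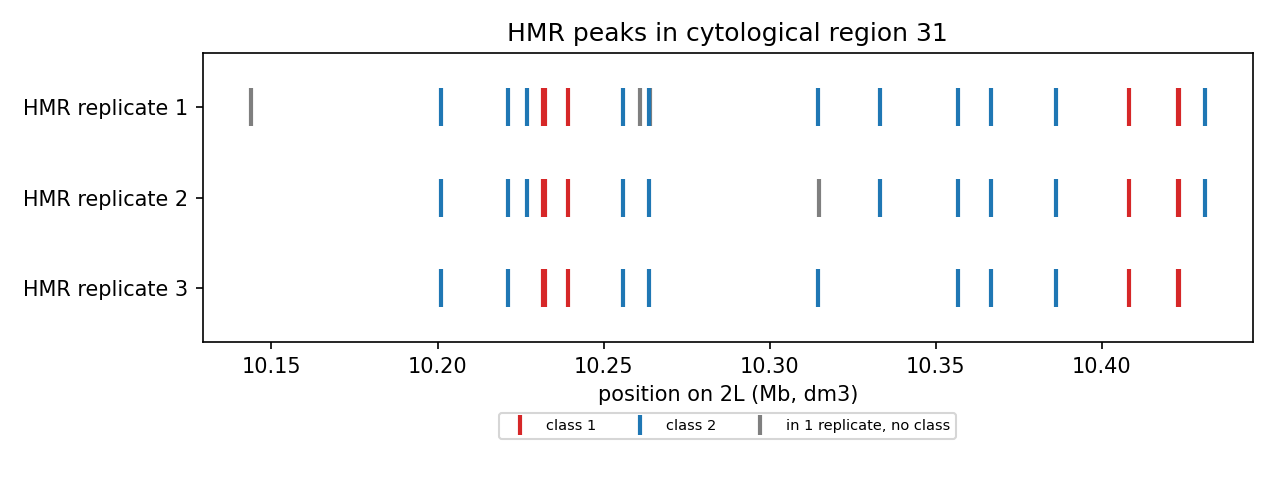
HMR peaks on 2L (Mb, dm3) in each replicate within the window of region 31; each tick stands at the centre of a site the replicate holds, coloured by the class of the site, and sites under 1000 bp apart are drawn partly over each other. Most of the 21 sites line up across the replicates, and 13 of them have a tick in all 3.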

Besides the pericentromeric region, we also observe a strong clustering of HMR peaks at the cytological region 31 on the left arm of the second chromosome where we also see HMR binding in polytene chromosomes [3]. Interestingly, HMR binding sites within these regions do not completely overlap with HP1a bound regions but rather localize at their edges (Fig 1D).

### HMR binding sites largely overlap with genomic insulator sites

We next asked whether HMR binding sites are enriched for specific DNA sequence motifs. A motif analysis of HMR-bound regions revealed three DNA sequence motifs that were significantly enriched and present in up to 26% of all HMR peaks (Fig 2A). These motifs are highly related to the recognition motifs of the insulator DNA binding proteins Su(Hw) and BEAF-32 (S2A Fig), both containing a zinc-finger DNA-binding domain [44,45], suggesting that HMR binds to insulator regions. Indeed, we observe a substantial overlap of our HMR binding profiles with the published ones of known insulator proteins such as CP190, Mod(mdg4), Su(Hw), CTCF and BEAF32 [39,43] (Fig 2B and S2B Fig). Insulator binding sites can be subclassified depending on their composition of known insulator proteins [43]. One of the best characterized family of insulators are derived from the *gypsy* retrotransposon and are strongly bound by Su(Hw), Mod(mdg4) and CP190 [46–48]. Consistent with the strong enrichment of Su(Hw)-recognition motifs in the binding sites of HMR, we find about half of all HMR sites belonging to this *gypsy*-like family of insulators (Fig 2B). However, only 7% of all Su(Hw) binding sites and 11% of *gypsy*-like elements classified as bound by Su(Hw), Mod(mdg4) and CP190 are also bound by HMR.

**Fig 2:**
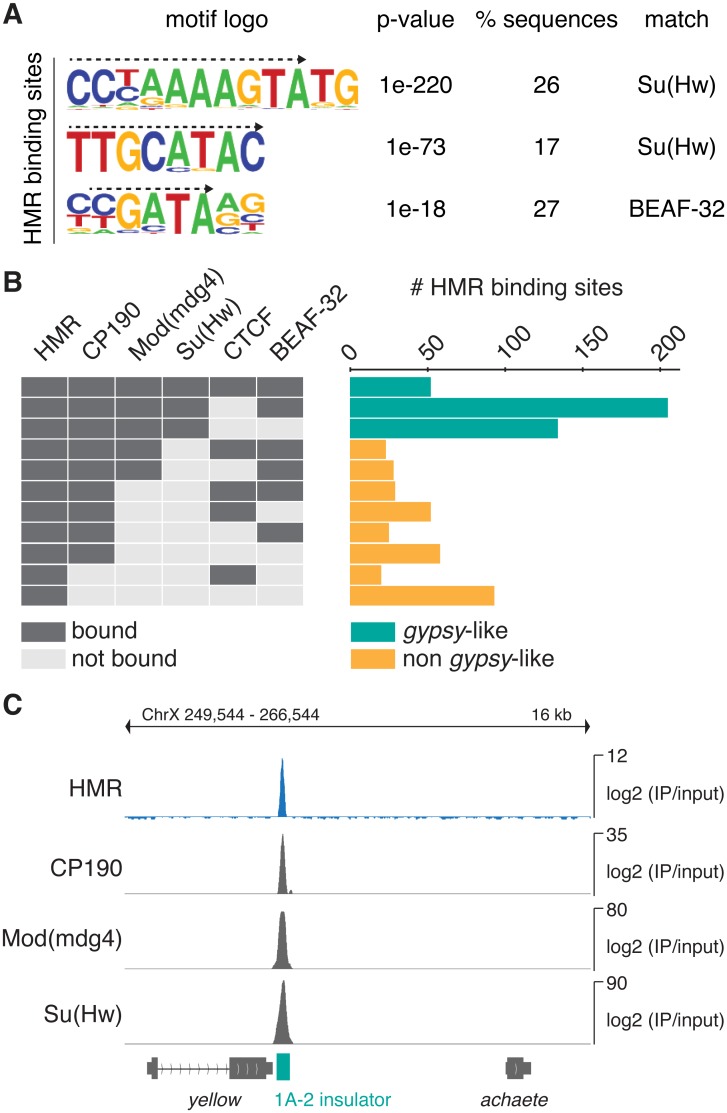
HMR localizes to genomic insulators and the *gypsy* transposon. **(A)** Sequence motifs identified within HMR peak regions. The corresponding motif logo, p-value of enrichment, percentage of regions with this motif and putative binding factors are indicated. Dashed arrows mark the sequence that matches the published binding sites of Su(Hw) and BEAF-32 (see also S2A Fig) **(B)** Peak overlap of HMR with peaks of the insulator proteins CP190, Mod(mdg4), Su(Hw), CTCF [39] and BEAF-32 [40]. The number of HMR peaks is indicated depending on their colocalization with known boundary factors. Groups with less than 11 members are not displayed. Su(Hw)-containing *gypsy*-like groups are depicted in *green*, non *gypsy*-like groups in *orange*. Combinations that contain less than ten HMR peaks are not shown. **(C)** Genome browser view of the Su(Hw) binding region 1A-2. ChIP signals of HMR and known *gypsy* binding factors are shown. The 1A-2 insulator is highlighted in *green*.

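The window of Fig. 2C, 17 kb on X, contains 1 HMR site in the peak lists, from 255522 to 255753 (dm3). It was found in all 3 replicates, at position 358 in the list of replicate 1, 714 in that of replicate 2 and 621 in that of replicate 3. S3 Table places it in class 2 and annotates it as the promoter of NR_047722, which RefSeq names lncRNA:yar. No control IgG peak overlaps it.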

Given the extensive colocalization of HMR with non-repetitive *gypsy*-like insulators (Fig 2C) and the effect of a *Hmr* mutations on the expression of retrotransposons [3,4], we wondered whether HMR is also enriched at repetitive DNA. We therefore mapped sequences obtained from our ChIP-Seq experiments using anti-HMR and anti-HP1a antibodies as well as published binding profiles for Su(Hw), Mod(mdg4)2.2 and CP190 [39] against the RepBase repeat database [38]. In agreement with previous studies we observe a strong enrichment of HP1a at the centromeric heterochromatin-associated Dodeca satellite (DMSAT6) [49] and the transposable elements Rt1a and Rt1b (DMRT1A, DMRT1B) [50] (S2C Fig). In contrast to HP1a, the only repetitive elements that show a substantial enrichment for HMR are the retrotransposons *gypsy*, and *gtwin* (Fig 3A). At these elements HMR binds together with Su(Hw), Mod(mdg4) and CP190 to the 5’ insulator region (Fig 3B and S2D Fig).

**Fig 3:**
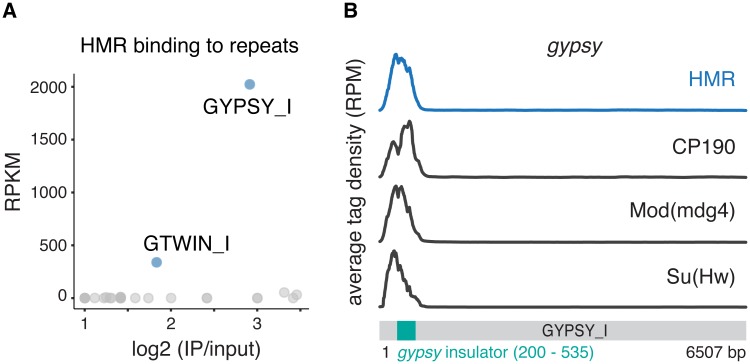
HMR localisation to repetitive elements. **(A)** HMR ChIP tag enrichment at repetitive DNA elements. To identify enriched sequences the enrichment (log2-fold) over input is plotted against the RPKM of an individual repeat sequence from RepBase. Repeats with less than 2-fold enrichment are not displayed. **(B)** ChIP tag density of HMR and the *gypsy*-insulator proteins CP190, Mod(mdg4), Su(Hw) [39] across the repetitive *gypsy* retrotransposon sequence. The *gypsy* insulator sequence at the 5' end is highlighted in *green*.

A key element for the formation of insulator complexes at *gypsy*-like elements is the presence of the CP190 adaptor protein. A reduction of CP190 levels has been shown to strongly affect binding of insulator proteins to these elements but not to others [43]. To test whether CP190 also impacts the binding of HMR to *gypsy*-like binding sites, we performed RNAi knock-down experiments to reduce CP190 protein level (Fig 4A) and measured HMR binding. Strikingly, we observe a substantial reduction of HMR binding only for the *gypsy*-like group of binding sites (Fig 4B and 4C), suggesting that HMR’s binding to the *gypsy*-like insulator class is indeed dependent on CP190. A HMR RNAi knock-down in contrast affects HMR binding equally in both classes (Fig 4D and S3 Fig). As insulator sites are known to contain less nucleosomes [51], nucleosome occupancy can serve as a proxy for insulator complex integrity at these sites [43]. We therefore performed a Histone H3 ChIP upon CP190 RNAi knock-down to monitor changes in insulator complex integrity [52]. Consistent with the importance of CP190 for maintaining the *gypsy* insulator, nucleosome occupancy only increases in the *gypsy*-like HMR binding sites (Fig 4C). Taken together, these results demonstrate an extensive colocalization of HMR with genomic insulator proteins, which play an important role in mediating its binding to chromatin.

**Fig 4:**
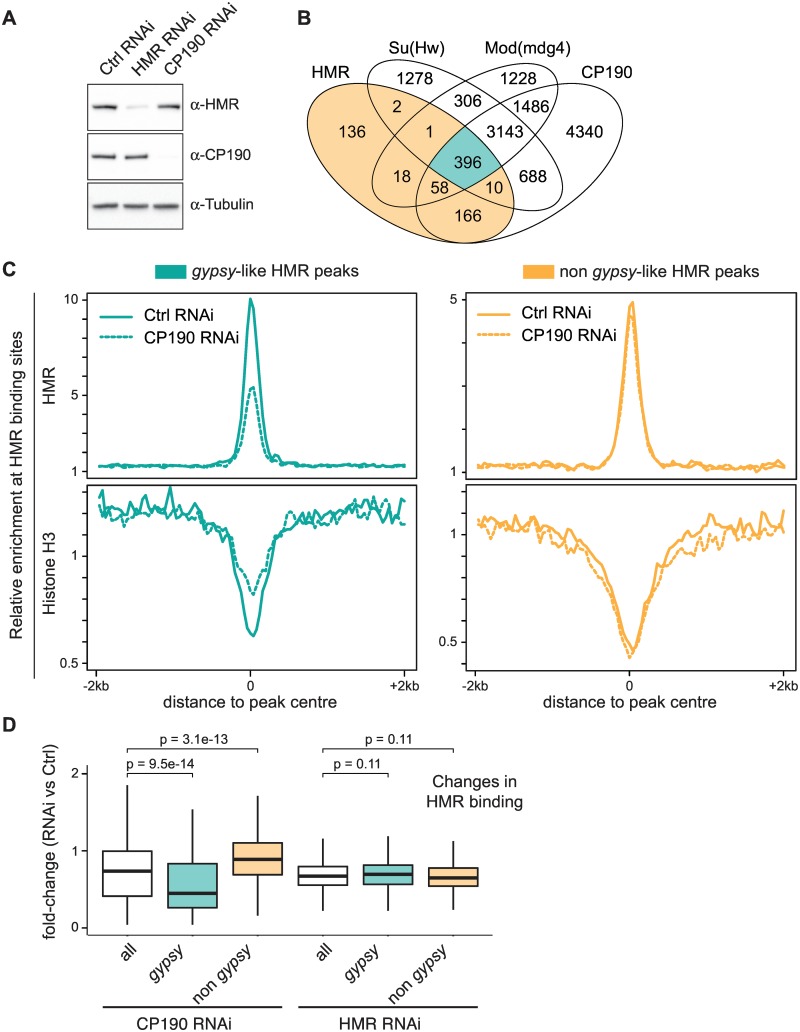
HMR genomic localization to *gypsy*-like insulator sites is dependent on CP190. **(A)** Western Blot of cell lysates after treatment with specific and control dsRNA shows an efficient knock-down of HMR and CP190. **(B)** Venn diagram of the overlap between HMR, CP190, Mod(mdg4) and Su(Hw) peaks [39] classifying HMR peaks as *gypsy*-like (highlighted in *green*) and non *gypsy*-like (highlighted in *orange*). **(C)** Composite analysis of HMR ChIP signals and Histone H3 ChIP signals at genomic HMR peak positions according to the groups defined in **(B)**. **(D)** Quantification of the fold-change of HMR ChIP enrichment upon CP190 RNAi and HMR RNAi. Box plots represent the fold-change of normalized HMR ChIP tag number aligned to 200 bp wide HMR peak regions. Peak regions with less than 50 aligned tags were excluded from the analysis. Significance of difference was estimated with p-values calculated with Wilcoxon rank sum test [72].

### HMR borders HP1a domains at active promoters

Although a large portion of HMR binding sites is associated with *gyspy and gypsy-*like insulators, there is a considerable number of HMR-bound peaks that do not localize with Su(Hw), Mod(mdg4) and CP190 (Fig 4B). We noticed that many of these non *gypsy*-like sites are in close proximity to HP1a bound regions (Fig 1D). Indeed, when we sorted all HMR peaks according to the presence of HP1a in their proximity, we observed an almost complete lack of *gypsy* insulator binding proteins at these sites (Fig 5A). Consistent with the lack of Su(Hw) binding to this class of HMR peaks, a motif search revealed no enrichment of the Su(Hw) recognition site among those peaks but rather an enrichment for BEAF-32 binding sites (Fig 5B). To better understand a possible role of HMR at these sites, which we termed class 1 binding sites, we analyzed them with regards to their annotation. Interestingly, almost all HP1a-associated HMR binding sites (90%) are in close proximity to transcriptional start sites (TSS), whereas the other HMR binding sites show a somewhat broader distribution among various functional elements (Fig 5C). 

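The classes are those of S3 Table, in which the authors split the sites by the HP1a signal around them, and the annotation there is that of HOMER. Of the 124 class 1 sites, 111 were annotated as promoter-TSS, or 89.5% (95% Wilson interval 82.9% to 93.8%). Of the 670 class 2 sites, 260 were, or 38.8% (35.2% to 42.5%). The difference was 50.7 percentage points (two-sided Fisher's exact test, p = 3.69e-27) and lay between 50.1 and 52.3 points under the 8 alternatives tried, which included leaving out each replicate in turn. Of the other class 2 sites, 174 were intronic, 111 lay at a transcription termination site and 105 were intergenic. Of the 13 class 1 sites outside promoters, 6 were intergenic and 5 intronic. Because class 1 sites lie mostly in certain places, the comparison was repeated within and outside them. These places were pooled and held the classes in unlike proportions, so location was held fixed only coarsely. Among sites on chromosome 4, the Het scaffolds, the proximal 2 Mb and region 31, the promoter share was 89.1% in class 1 (106 of 119) and 58.3% in class 2 (35 of 60), a difference of 30.7 points (two-sided Fisher's exact test, p = 4.76e-06). Elsewhere all 5 class 1 sites and 225 of 610 class 2 sites were at promoters (two-sided Fisher's exact test, p = 0.00712).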

Strikingly, HMR binds very closely to the TSS at the boundary between HP1a containing domains and the gene body (S4A Fig). The genes in proximity of these HMR binding sites are classified as transcriptionally active suggesting that HMR might prevent the repressive influence of HP1a on neighbouring genes (Fig 5D). To investigate whether HMR loss has an impact on HP1a or H3K9me3 domains at these genomic regions, we performed HP1a ChIP and H3K9me3 ChIP upon HMR knockdown. However, we could not confirm extensive spreading of the heterochromatin marks HP1a or H3K9me3 after HMR loss (S4C and S4D Fig). Nevertheless, the genes associated with this class of HMR binding sites are transcriptionally down-regulated in *Hmr* mutant larvae and ovaries (Fig 5E, S4E Fig and [5]). This seems to be particularly important within regions that are rich in heterochromatin such as the 4th chromosome or the pericentromeric regions where we find the class of HP1a-associated binding sites highly enriched (Fig 5F). 

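Chromosome 4, the Het scaffolds, the proximal 2 Mb of the arms and region 31 together held 119 of the 124 class 1 sites, or 96.0% (95% Wilson interval 90.9% to 98.3%), and 60 of the 670 class 2 sites, or 8.96% (7.02% to 11.4%). The difference was 87.0 percentage points (two-sided Fisher's exact test, p = 1.77e-88). By place, class 1 made up 31 of the 37 sites on chromosome 4, 27 of the 33 on the Het scaffolds, 55 of the 92 in the proximal windows and 6 of the 17 in region 31, but 5 of the 612 elsewhere on the arms. The share of class 1 in region 31 was 4.84%, against 1.64% of class 2, the smallest of these differences (two-sided Fisher's exact test, p = 0.0364). With proximal windows of 1 Mb the difference in heterochromatic share was 71.1 points, its lowest among the alternatives, and it was highest, at 88.3 points, for sites in all 3 lists. HP1a is itself concentrated in heterochromatin and was used to define class 1, so the class and its location were not determined independently. The paper sorted HMR peaks by the HP1a signal near them, and its summary separates a group at gypsy insulators from a group at active promoters in pericentromeric heterochromatin. The insulator, motif and expression data were not analysed here.

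**Figure D5:**
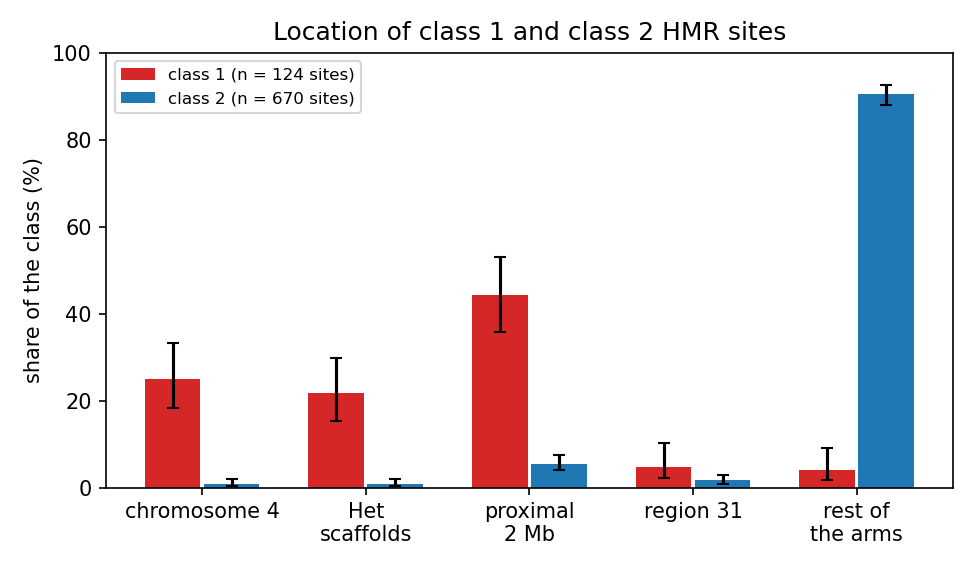
Share of class 1 and of class 2 sites in each part of the genome (bars, %; error bars are 95% Wilson intervals). Class 1 lies mostly on chromosome 4, the Het scaffolds and the proximal windows; class 2 lies mostly on the rest of the arms.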

In summary, we can classify HMR’s genomic binding sites into two groups: One being associated with *gypsy* insulators, and another one associated with active promoters in pericentromeric heterochromatin where HMR borders HP1a-containing chromatin regions together with BEAF-32 and potentially promotes gene transcription.

**Fig 5:**
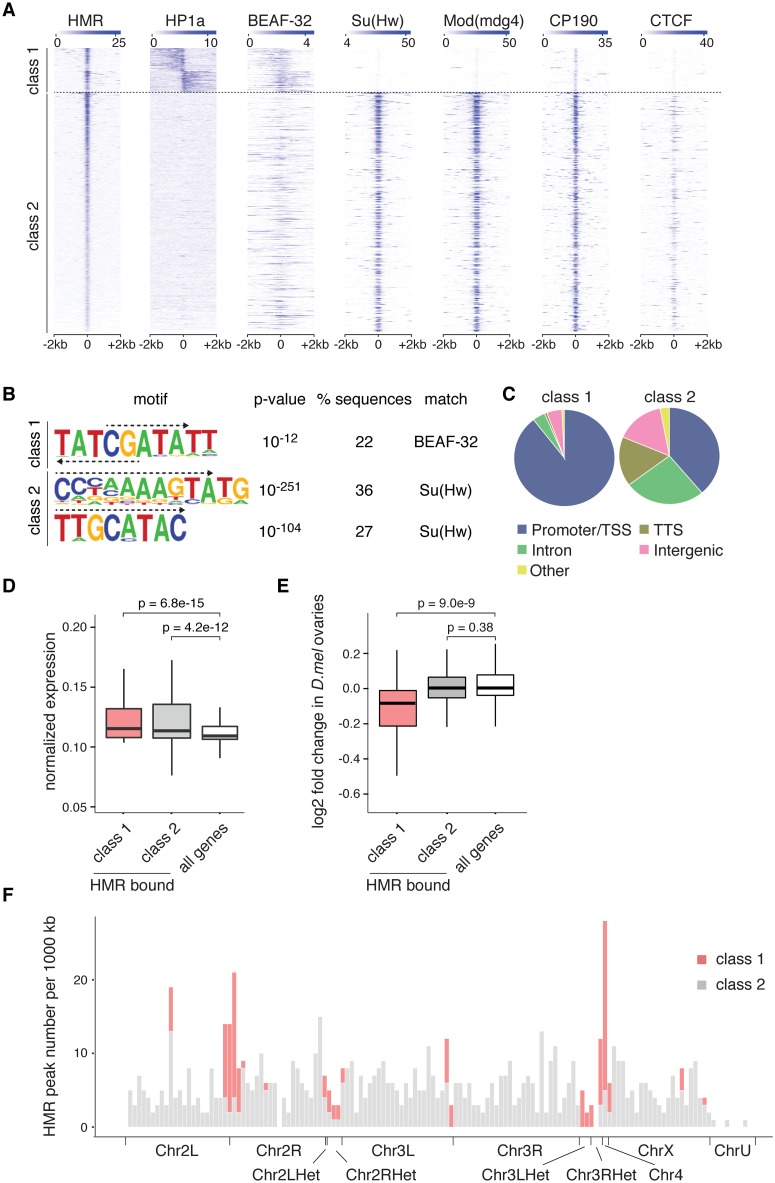
HMR borders HP1a together with BEAF-32 at the TSS of actively transcribed genes and enhances their transcription. **(A)** Heatmaps of HMR, HP1a, BEAF-32 [40], Su(Hw), Mod(mdg4), CP190 and CTCF [39] ChIP signals. All signals are centered around the HMR binding sites, clustered according to adjacent HP1a signals and sorted by HMR intensity. **(B)** Sequence motifs identified within HMR peak regions from class 1 and class 2 based on HOMER motif analysis. The corresponding motif logo, p-value of enrichment, percentage of regions with this motif, and putative binding factors are indicated. Dashed arrows mark the sequence that matches the published binding sites of Su(Hw) and BEAF-32 (see also S2A Fig). **(C)** Distribution of class 1 and class 2 HMR peaks among various genomic landmarks. **(D)** Box plot showing the normalized RNA expression of all genes and HMR-bound genes (promoter/TSS annotated) in class 1 and in class 2. S2 cells RNA expression levels were used according to [73]. Significance of difference was estimated with p-values calculated with Wilcoxon signed rank test [72]. **(E)** Box plot showing the log2 fold change of protein coding gene transcripts of all analyzed genes and HMR-bound genes (promoter/TSS annotated) in class 1 and in class 2 comparing *Hmr* mutant against wild type flies. The RNA-Seq data comes from experiments done in *D*. *melanogaster* ovaries [4]. Significance of difference was estimated with p-values calculated with Wilcoxon rank sum test [72]. For both box plots the box represents the interval that contains the central 50% of the data with the line indicating the median. The length of the whiskers is 1.5 times the interquartile distance (IQD). **(F)** Histogram showing HMR peak density across the annotated *D*. *melanogaster* genome. Class 1 HMR binding sites are enriched at region 31, centromere-proximal regions and the 4th chromosome.

## Discussion

HMR localizes to centromeric and pericentromeric regions in *D*. *melanogaster* cell lines as well as in mitotically dividing embryonic cells where it has been suggested to act as a repressor of transposable elements [3–5]. Mutations in *Hmr* lead to overexpression of satellite DNA and transposable elements in ovaries and larvae [4]. Such a derepression is also observed in hybrid flies [53], where HMR and LHR levels are higher than the ones in pure species and result in a widespread distribution of the HMR/LHR complex [3]. To better understand the targeting principles that mediate HMR binding within the *D*. *melanogaster* genome, we wondered whether we could identify HMR binding sites by applying ChIP-Seq in the *D*. *melanogaster* S2 cell line. Combining this approach with RNAi mediated knockdown experiments we uncover a strong colocalization of HMR with *gypsy* insulator binding sites and demonstrate that HMR binding to these sites depends on the presence of the residing insulator protein complex. Notably, HMR associates only with a subset of all Su(Hw) binding sites, but almost all those sites can be classified as *gypsy*-like sites bound by CP190 and mod(mdg4) in addition to Su(Hw).

Besides dispersed binding of HMR at genomic *gypsy* insulator sites along the chromosome arms, we observe dense clusters of HMR binding sites around the centromere and on the 4th chromosome where it potentially serves to separate HP1a binding domains from highly active genes. This dense clustering of binding sites around the centromere correlates well with the strong colocalization of HMR signals with the centromeric H3 variant CID in immunolocalization experiments [3]. Due to its biochemical interaction and partial colocalization with the heterochromatin protein HP1a in *Drosophila* embryos, HMR has been suggested to be a *bona-fide* heterochromatin component [3,4,6,54]. However, in contrast to HP1a, we detect very distinct HMR binding sites within the genome. When we find HMR close to an HP1a binding domain, it rather borders it than covering the whole domain. The sharp HMR binding signals and the fact that almost all euchromatic HMR binding sites contain putative insulator elements, suggest a role of HMR in separating chromatin domains. A distinct boundary that separates constitutive heterochromatin from the core centromere has also been postulated by Olszak and colleagues who suggest that transition zones between heterochromatin and euchromatin are hotspots for sites of CID misincorporation [55]. Unfortunately, centromeres are notoriously difficult to study by next generation sequencing due to their highly repetitive nature [56,57]. In addition, the microscopic resolution is not sufficiently high to allow a distinction between a binding to the core centromere chromatin and the chromatin immediately adjacent to it. Therefore, we cannot rule out the possibility that HMR binds large domains at the central region of the *Drosophila* centromere. However, the fact that the purification of chromatin containing the centromeric H3 variant CID did not identify HMR [58], suggests that it may very well also form a boundary between pericentromeric heterochromatin and the core centromere. To which extent and by which mechanism HMR fulfils a functional role at these genomic sites remains to be elucidated.

The genomic sites, where we find HMR bound next to an HP1a domain, are highly enriched for recognition sites of the insulator protein BEAF-32. Interestingly, a depletion of BEAF-32 in S2 cells results in an increased rate of mitotic defects [45], which is very reminiscent of the phenotype detected when HMR is depleted [3]. Similarly to flies carrying a mutation in the *Hmr* gene, flies in which BEAF-32 is only contributed maternally have defects in female fertility [59,60]. BEAF-32’s role in maintaining associated promoter regions in an environment that facilitates high transcription levels [61] has been suggested to be functionally relevant for this phenotype [45]. Strikingly, we find most HMR/BEAF-32 binding sites located between HP1a containing heterochromatin and the transcription start site of a highly active gene. HP1a chromatin might fulfil a repressive function at these genomic regions and HMR might block this repressive impact on the neighbouring gene body. However, we do not see extensive spreading of HP1a or H3K9me3 upon HMR knockdown suggesting that the repressive effect is not directly mediated by HP1a binding or the HMR knock down not efficient enough. As there is evidence that HP1a can also promote gene transcription [62], HMR may also function as a co-activator for HP1a. Currently, we therefore consider HMR binding next to HP1a containing chromatin as a unifying feature of transcriptionally affected genes but can only speculate about potential mechanism by which HMR exerts its function.

Although HMR depletion has a substantial effect on the transcription of multiple transposons, we find HMR only enriched at the 5' insulator region of the *gypsy* or *gtwin* retrotransposons and to similar sites within the genome that are presumably derived from these elements. These sites are occupied by insulator proteins Su(Hw), CP190 and Mod(mdg4) and often display enhancer blocking activity in transgenic assays [43,63–65]. Artificial targeting of HMR to DNA placed between an enhancer and a promoter of a reporter gene can block the transcription activity [3], suggesting that HMR may indeed play a role in setting up endogenous boundary elements. Similar to what is known for Su(Hw), HMR binding to this class of binding sites is dependent on the presence of the structural protein CP190, which has a key function in the stabilization of insulator protein complexes [22]. However, as we do not observe a strong physical interaction between CP190 and HMR, the loss of HMR binding upon a reduction of CP190 levels may also be the result of increased nucleosome occupancy. Such increase in Histone H3 binding cannot be observed upon HMR removal suggesting that HMR acts downstream of CP190. Interestingly, CP190 loss impairs HMR binding to *gypsy*-like insulator sites but has weak effect on HMR binding to sites containing BEAF-32 recognition motifs. Notably, in contrast to BEAF-32, CP190 is not required for oogenesis [66], suggesting that the lack of HMR binding to the class 1 sites may be responsible for the female sterility phenotype observed in *Hmr* mutant flies.

How can we integrate our findings with the lethal phenotype of increased HMR/LHR levels in male hybrids? It is tempting to speculate that multiple additional binding sites that are observed in hybrids and on polytene chromosomes of fly strains over-expressing HMR [3] constitute boundary regions. An increased binding to such boundaries, which have been shown to cluster and form aggregates *in vivo* [48,67,68], may trigger a massive change in nuclear architecture. In turn, this could indirectly activate multiple transposable elements similar to what is observed when centromere clustering is disturbed [69]. Such a disturbed nuclear architecture may then trigger the activation of a cell cycle checkpoint which has been previously suggested to be a major cause of hybrid lethality [70,71].

Altogether, our data provide a novel link between HMR and *cis*-regulatory elements bound by insulator proteins. We speculate that divergent evolution of such genomic elements and their corresponding binding factors in sibling species is triggering hybrid incompatibilities.

## Supporting information

S1 Fig Control experiments of HMR ChIP-Seq studies. **(A)** Venn diagram showing the lack of overlap between HMR peaks (peaks identified in at least two out of three independent biological replicates, highlighted in *grey*) and control IgG (anti-FLAG) ChIP peaks (pool of peaks from two independent biological replicates). **(B)** Changes in HMR ChIP enrichment upon HMR RNAi versus a control RNAi (GST) in two biological replicates. Each data point represents a mapped HMR peak. The scatter plot on the left displays fold changes of normalized HMR ChIP tag number mapped to a 200 bp HMR peak region in two biological replicates. Peak regions with less than 50 aligned tags were excluded from the analysis. The histogram on the right shows the frequency of peaks displaying a reduction of HMR binding upon knock-down. Shown are average values of replicate 1 and replicate 2. **(C)** ChIP-qPCR showing specific HMR enrichment at HMR binding sites. HMR ChIP is enriched for HMR binding sites in both wild type and HMR-Flag_2_ expressing cells. FLAG ChIP is enriched for HMR binding sites only in HMR-Flag_2_ expressing cells but not in wild type cells lacking the Flag_2_ epitope. Data are represented as mean ± SD of three technical replicates. **(D)** Genome browser view of HMR ChIP, HP1a ChIP and control IgG ChIP signal at a large centromere-proximal region at the right arm of the 2nd chromosome.
(TIF) Click here for additional data file.

S2 Fig Overlap of HMR binding sites with known insulator regions and repetitive DNA. **(A)** Sequence motifs identified within Su(Hw) [39] and BEAF-32 [40] peak regions. The corresponding motif logo, p-value of enrichment and percentage of regions with this motif are indicated. Dashed arrows mark the sequence that matches the published binding sites of Su(Hw) and BEAF-32. (B) Genome browser view of ChIP signals showing combinatoric binding pattern for HMR and the insulator proteins CP190, Mod(mdg4), Su(Hw), CTCF [39] and BEAF-32 [40]. (C) Su(Hw) and HP1a ChIP tag enrichment at repetitive DNA elements. Each point in the scatter plot represents the enrichment (log2 fold) over input and the RPKM of an individual repeat from Repbase. Repeats with less than 2-fold enrichment are not displayed. (D) ChIP tag density of HMR and the *gypsy*-insulator proteins CP190, Mod(mdg4), Su(Hw) [39] across the *gypsy-twin* repeat.
(TIF) Click here for additional data file.

S3 Fig Selective effect of CP190 RNAi on HMR binding to *gypsy*-like elements. Composite analysis of HMR ChIP signal and Histone H3 ChIP signal at genomic HMR peak positions according to the groups defined in Fig 4B. The ChIP signals were obtained upon control RNAi and HMR RNAi. The HMR ChIP signals are similarly affected in both groups, whereas Histone H3 ChIP signals are retained.
(TIF) Click here for additional data file.

S4 Fig Additional information for HP1a-associated HMR binding sites. **(A)** Composite analysis of HMR, HP1a and BEAF-32 ChIP signals at class 1 genomic sites relative to the transcriptional start site (TSS) and the gene body. Shown are normalised and scaled read density plots **(B)** Peak overlap of HMR with peaks of the insulator proteins CP190, Mod(mdg4), Su(Hw), CTCF [39] and BEAF-32 [40] for class 1 and for class 2 HMR binding sites. **(C)** Composite analysis of HP1a and H3K9me3 ChIP signals at class 1 HMR binding sites after HMR knockdown. Class 1 is defined in Fig 5A but oriented according to HP1a ChIP signal. **(D)** Western Blot analysis on cell lysates to assay protein levels after HMR knockdown. Tubulin protein detection served as control. **(E)** Same as described in Fig 5E, but the RNA-Seq data comes from experiments done in *D*. *melanogaster* male larvae [4].
(TIF) Click here for additional data file.

S1 Table List of primers used for CRISPR/*cas9* genome editing, RNAi experiments and ChIP Real-Time PCR. List of primers used in this study. Primers used in ChIP Real-Time PCR were designed with help of Primer3.
(DOCX) Click here for additional data file.

S2 Table ChIP-Seq sample overview and number of uniquely aligned sequence reads. ChIP-Seq sample overview and number of uniquely aligned sequence reads. The percentage of uniquely mapped reads in ChIP-Seq experiments can largely vary and depends on the nature of the ChIPed protein. Proteins that bind repetitive regions (such as HMR or HP1a) give substantially lower percentages of uniquely mapped reads.
(DOCX) Click here for additional data file.

S3 Table HMR peaks used for downstream analysis. HMR peak list derived from HOMER peak calling on three biological replicates (Fig 1A). First three columns provide information on the peak position within the genome (chromosome, peak start and end using dm3), followed by peak annotation obtained from ChIPseeks implementation of HOMER (Fig 5C) and classification according to adjacent HP1a signals (Fig 5A).
(XLSX) Click here for additional data file.

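Each of the 794 entries of the table overlapped exactly 1 of the sites found by merging the 3 deposited lists. Its end was the same as that of the merged site in every case, and its start was 2 bp above the 1-based start in every case, an offset of numbering. The table names a transcript for 683 entries, 646 different ones, of which 630 (97.5%) could be paired with a gene symbol in the RefSeq annotation of the Release 6 assembly. That annotation was used for names only, since its coordinates are not those of dm3.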

S1 Methods Supporting information on methods. *Hmr* gene editing using CRISPR/*cas9*, extended ChIP Real-Time PCR methods, extended ChIP-seq data analysis methods.
(DOCX) Click here for additional data file.

## Abbreviations

BEAF-32: Boundary element associated factor 32
ChIP: Chromatin immunoprecipitation
CID: Centromer identifier
CP190: Centrosomal Protein 190
CRISPR: clustered, regularly interspaced, short palindromic repeats
CTCF: CCCTC binding factor
DGRC: *Drosophila* genomics resource center
gRNA: guide RNA
GST: Glutathione S-transferase
*gtwin*: *gypsy-twin*
HMR: Hybrid male rescue
HP1a: Heterochromatin Protein 1a
LHR: Lethal hybrid rescue
Mod(mdg4): Modifier of mdg4
RNAi: RNA interference
Su(Hw): Suppressor of Hairy wing
TSS: Transcription start site

# Supplementary material for: The Drosophila speciation factor HMR localizes to genomic insulator sites
**Source:** PLoS One. 2017 Feb 16;12(2):e0171798. doi: 10.1371/journal.pone.0171798
**Supplement:** S1 Table — List of primers used in this study. Primers used in ChIP Real-Time PCR were designed with help of Primer3.

| **Name** | **Sequence (5’-3’)** | **Publication** |
| --- | --- | --- |
| ***CRISPR/cas9 system based HMR epitope tagging*** | | |
| Lig4 RNAi f | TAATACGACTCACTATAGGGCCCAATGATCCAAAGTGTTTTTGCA | [1] |
| Lig4 RNAi r | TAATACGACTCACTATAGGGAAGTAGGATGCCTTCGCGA | [1] |
| oligo scaffold | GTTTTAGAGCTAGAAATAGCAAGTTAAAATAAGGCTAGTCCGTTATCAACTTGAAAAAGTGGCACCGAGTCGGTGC | [1] |
| oligo CRISPR target with T7 prom. | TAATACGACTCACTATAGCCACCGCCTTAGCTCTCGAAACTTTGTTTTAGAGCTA | this study |
| primer antis. scaffold | GCACCGACTCGGTGCCACT | [1] |
| U6-gRNA sense | GCTCACCTGTGATTGCTCCTAC | [1] |
| U6-gRNA antisense | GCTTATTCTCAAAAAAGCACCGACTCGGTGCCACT | [1] |
| HMRtar sense | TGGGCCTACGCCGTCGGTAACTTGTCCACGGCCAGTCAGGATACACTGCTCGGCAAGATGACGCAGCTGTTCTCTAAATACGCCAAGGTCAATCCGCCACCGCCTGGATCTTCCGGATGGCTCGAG | this study |
| HMRtar antisense | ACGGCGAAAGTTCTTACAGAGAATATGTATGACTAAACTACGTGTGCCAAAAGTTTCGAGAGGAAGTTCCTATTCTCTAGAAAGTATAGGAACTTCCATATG | this study |
| *Hmr* CDS sense | TATAAGCAGGTGAAGCCGAAC | this study |
| *Hmr* downstream antisense | TGCCCTCATCGCTATCATTCTG | this study |
| ***RNAi knockdown experiments*** | | |
| CP190 RNAi f | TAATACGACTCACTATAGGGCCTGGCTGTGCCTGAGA | [2] |
| CP190 RNAi r | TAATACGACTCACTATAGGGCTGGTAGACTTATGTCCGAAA | [2] |
| GST RNAi f | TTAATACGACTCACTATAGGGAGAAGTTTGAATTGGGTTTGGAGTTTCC | [3] |
| GST RNAi r | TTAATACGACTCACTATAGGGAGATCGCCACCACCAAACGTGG | [3] |
| HMR RNAi f | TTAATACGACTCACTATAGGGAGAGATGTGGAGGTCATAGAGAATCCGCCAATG | [3] |
| HMR RNAi r | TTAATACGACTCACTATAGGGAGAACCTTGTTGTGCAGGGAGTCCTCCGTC | [3] |
| ***ChIP Real-Time PCR*** | | |
| 2L:302129-302248 for | CACAGCAACGAAGCTCTCTG | this study |
| 2L:302129-302248 rev | AGCATAGTGACCCGCATCTC | this study |
| *3R:23793216-23793267 for* | GAGCAAGAACAGCAGCTACTTTGT | this study |
| *3R:23793216-23793267 rev* | CACCTTGACGTTGTTGGGAAT | this study |
| *3RHet:2107224-2107336 for* | AACCCTATCCAAATTTCGAACC | this study |
| *3RHet:2107224-2107336 rev* | AGCCAAGATGAAGTCGATGC | this study |
| *4:855631-855744 for* | TAAACTCAGCCCTGCATTCC | this study |
| *4:855631-855744 rev* | GTGTTAAACCAATCCGAGACATC | this study |
| *2RHet:369982-370075 for* | CATTTGACTTCTTCGACACGAC | this study |
| *2RHet:369982-370075 rev* | GACACTGATTTACACAAAGCACAAC | this study |
| *2RHet:370407-370487 for* | TGCATACCCTACAAATAGTTTTGC | this study |
| *2RHet:370407-370487 rev* | TTGATCGGCTAAGTGAAGTGG | this study |

**S1 Table.** List of primers used in this study. 

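The amplicons whose coordinates the table gives can be set against the HMR peaks. The amplicon on 3RHet from 2107224 to 2107336 overlaps a site from 2107113 to 2107334 by 111 bp; the site was found in all 3 replicates and is intergenic. On 2RHet, the amplicon from 369982 to 370075 overlaps a site from 370012 to 370213 by 64 bp. That site stood at position 1, 3 and 1 in the lists of replicates 1, 2 and 3, and the neighbouring amplicon from 370407 to 370487 lies 193 bp beyond it. The amplicon on chromosome 4 from 855631 to 855744 lies inside a peak from 855628 to 855828 that was found in replicate 1 alone, at position 647; the nearest site shared by at least 2 lists was 31.9 kb away. The amplicons on 2L from 302129 to 302248 and on 3R from 23793216 to 23793267 overlap no peak, and the nearest shared sites were 164 kb and 119 kb away. A peak found in replicate 1 alone lies 44.6 kb from the amplicon on 3R. The amplicon measurements themselves, made by quantitative PCR, were not analysed here.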

Primers used in ChIP Real-Time PCR were designed with help of Primer3 [4].

**References**

1. Böttcher R, Hollmann M, Merk K, Nitschko V, Obermaier C, Philippou-Massier J, et al. Efficient chromosomal gene modification with CRISPR/cas9 and PCR-based homologous recombination donors in cultured Drosophila cells. Nucleic Acids Res. Oxford University Press; 2014;42: e89–e89. doi:10.1093/nar/gku289
2. Van Bortle K, Ramos E, Takenaka N, Yang J, Wahi JE, Corces VG. Drosophila CTCF tandemly aligns with other insulator proteins at the borders of H3K27me3 domains. Genome Res. 2012;22: 2176–2187. doi:10.1101/gr.136788.111
3. Thomae AW, Schade GOM, Padeken J, Borath M, Vetter I, Kremmer E, et al. A Pair of Centromeric Proteins Mediates Reproductive Isolation in Drosophila Species. Dev Cell. 2013;27: 412–424. doi:10.1016/j.devcel.2013.10.001
4. Koressaar T, Remm M. Enhancements and modifications of primer design program Primer3. Bioinformatics. Oxford University Press; 2007;23: 1289–1291. doi:10.1093/bioinformatics/btm091

# Supplementary material for: The Drosophila speciation factor HMR localizes to genomic insulator sites
**Source:** PLoS One. 2017 Feb 16;12(2):e0171798. doi: 10.1371/journal.pone.0171798
**Supplement:** S2 Table — ChIP-Seq sample overview and number of uniquely aligned sequence reads. The percentage of uniquely mapped reads in ChIP-Seq experiments can largely vary and depends on the nature of the ChIPed protein. Proteins that bind repetitive regions (such as HMR or HP1a) give substantially lower percentages of uniquely mapped reads.

| **Treatment** | **Sample** | **Number of reads** | **Number of unique reads** |
| --- | --- | --- | --- |
| untreated | HMR_1 | 20989662 | 7321851 |
| untreated | HP1a_1 | 21130231 | 9615590 |
| untreated | IgG_1 | 15461190 | 8941371 |
| untreated | Input_1 | 17888908 | 10427301 |
| untreated | HMR_2 | 22695222 | 11790768 |
| untreated | HP1a_2 | 21119605 | 3793451 |
| untreated | IgG_2 | 29198102 | 17068323 |
| untreated | Input_2 | 23224706 | 14681351 |
| untreated | HMR_3 | 21035775 | 11727510 |
| untreated | Input_3 | 23103165 | 14734701 |
| untreated | HP1a_4 | 27968435 | 13525876 |
| untreated | Input_4 | 34527460 | 21798351 |
| Ctrl RNAi | HMR_CtrlRNAi_1 | 24593353 | 8637377 |
| Ctrl RNAi | HP1a_CtrlRNAi_1 | 7603697 | 765717 |
| Ctrl RNAi | H3_CtrlRNAi_1 | 21646028 | 13497422 |
| Ctrl RNAi | H3K9me3_CtrlRNAi_1 | 20709056 | 9610889 |
| Ctrl RNAi | Input_CtrlRNAi_1 | 23510417 | 14443029 |
| HMR RNAi | HMR_HMRRNAi_1 | 22969101 | 11868648 |
| HMR RNAi | HP1a_HMRRNAi_1 | 18370927 | 7419588 |
| HMR RNAi | H3_HMRRNAi_1 | 16887197 | 10562127 |
| HMR RNAi | H3K9me3_HMRRNAi_1 | 19310617 | 8553421 |
| HMR RNAi | Input_HMRRNAi_1 | 22252385 | 14445163 |
| CP190 RNAi | HMR_CP190RNAi_1 | 23814936 | 10825131 |
| CP190 RNAi | H3_CP190RNAi_1 | 20909517 | 13085885 |
| CP190 RNAi | Input_CP190RNAi_1 | 24311469 | 15526600 |
| Ctrl RNAi | HMR_CtrlRNAi_2 | 24910232 | 14947403 |
| Ctrl RNAi | Input_CtrlRNAi_2 | 19192206 | 11772305 |
| HMR RNAi | HMR_HMRRNAi_2 | 25880670 | 15528028 |
| HMR RNAi | Input_HMRRNAi_2 | 26225419 | 16101359 |

**S2 Table.** ChIP-Seq sample overview and number of uniquely aligned sequence reads. The percentage of uniquely mapped reads in ChIP-Seq experiments can largely vary and depends on the nature of the ChIPed protein. Proteins that bind repetitive regions (such as HMR or HP1) give substantially lower percentages of uniquely mapped reads [1,2].

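From the reads and uniquely aligned reads that the paper lists for each library, the unique share was 34.9% to 60.0% in the 8 anti-HMR libraries (median 51.8%) and 10.1% to 48.4% in the 5 anti-HP1a libraries (median 40.4%). It was 44.3% and 46.4% in the 2 H3K9me3 libraries, 62.4% to 62.6% in the 3 H3 libraries, 57.8% and 58.5% in the 2 control IgG libraries and 58.3% to 64.9% in the 9 inputs. Each anti-HMR library lay below the input of its own sample, by 1.33 percentage points in the second control RNAi library, 1.40 in the second HMR RNAi library and 8.03 to 26.3 in the other 6. The HMR libraries of untreated cells had 34.9%, 52.0% and 55.8% in replicates 1, 2 and 3, so the spread among replicates was wider than the gap between the last of these and the control IgG libraries. The tags used by the peak caller were 97.9% to 98.4% of the unique reads listed for the same libraries. Unique reads leave out the repeats themselves, so the peak lists describe the mappable part of the genome.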

**References**

1. Jung YL, Luquette LJ, Ho JWK, Ferrari F, Tolstorukov M, Minoda A, et al. Impact of sequencing depth in ChIP-seq experiments. Nucleic Acids Res. 2014;42: e74–e74. doi:10.1093/nar/gku178
2. Bailey T, Krajewski P, Ladunga I, Lefebvre C, Li Q, Liu T, et al. Practical Guidelines for the Comprehensive Analysis of ChIP-seq Data. Lewitter F, editor. PLoS Comput Biol. 2013;9: e1003326–8. doi:10.1371/journal.pcbi.1003326

# Supplementary material for: The Drosophila speciation factor HMR localizes to genomic insulator sites
**Source:** PLoS One. 2017 Feb 16;12(2):e0171798. doi: 10.1371/journal.pone.0171798
**Supplement:** S1 Methods — Hmr gene editing using CRISPR/cas9, extended ChIP Real-Time PCR methods, extended ChIP-seq data analysis methods.

**Supplemental methods**

***Hmr* gene editing using CRISPR/*cas9***

Endogenous tagging of *Hmr* in S2 cells was performed with support of Prof. Klaus Förstemann and colleagues and was performed exactly as described in [1]. We used *D. melanogaster* S2-DRSC cells in combination with U6-driven guide-RNA construct generated by overlap extension PCR. *Hmr*-specific reagents are listed in S1 Table.

**Extended ChIP Real-Time PCR methods**

Specific primers (S1 Table) were designed with help of Primer3 [2]. After purification, input DNA was diluted 500-fold, immunoprecipitated DNA was diluted 10-fold before Real-Time PCR. Real-Time PCR was performed in 10 μL reaction volume with 5 μL 2x Fast SYBR Green master mix (Applied Biosystems), 1 µL 3 mM Primer forward, 1 µL 3 mM Primer reverse, 2 µL DNA template and 1 µL H_2_O on a LightCycler 480 II (Roche). The PCR program was 20 seconds at 95°C; 45 cycles of 95°C for 3 seconds and 60°C for 30 seconds.

The sample’s Ct values (number of cycles required for the fluorescent signal to cross the threshold) reported by the LightCycler 480 II (Roche) software were used to calculate the percentage of immunoprecipitated DNA with respect to the input DNA. The percentage (Input %) value is

% input = e ^ΔCt^  x df x vf x 100

with ΔCt = Ct (Input) - Ct (ChIP), e = primer pair efficiency (close to 2 or equals 2) calculated with LightCycler 480 II (Roche) software on a serial dilution of template DNA, df = Dilution factor taking dilution of DNA template into account (df = 10/500, see above) and vf = Volume factor taking starting volume of ChIP and Input into account [vf = starting volume(Input)/starting volume(ChIP)].

**Extended ChIP-seq data analysis methods**

The raw reads were aligned to the *D. melanogaster* genome assembly (UCSC dm3) using Bowtie (version 2.2.6) [3] and excluding chromosome Uextra [3]. Only uniquely mapped reads are kept using samtools (version 1.2) [4]. The raw read quality was accessed using FASTQC (version 11.5) [5] and reads filtering was performed using FastX (version 0.0.13) [6]. Sequencing tracks of both fold enrichment and log (of base 2) transformation with parameter settings *–m FE* and *–m logLR –p 0.00001* were generated using MACS (version 2.1.1) [7], which were then visualized using IGB [8] and IGV [9] genome viewers. Peak calling was performed using HOMER 4.8 with parameter settings *-style factor -size 200 -fragLength 200 -inputFragLength 200* [10]. 

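The headers of the 5 deposited lists give the further settings, which were the same in each: peaks at least 400 bp apart, 4-fold over the input and over the surrounding 10 kb with p of 0.0001 or less for each, and no removal of duplicate tags. Before these filters the caller found 13055, 17485 and 16405 putative peaks in HMR replicates 1, 2 and 3, and 14018 and 62118 in the control IgG replicates. The comparison with the input removed 88.3%, 82.5% and 94.0% of the putative HMR peaks and 99.5% and 95.6% of the control ones. The fixed peak size leaves every peak 201 bp long from its first to its last base, so a width near 200 bp in the lists is a setting and not a measurement. The merged sites in at least 2 lists were 201 to 466 bp long, with a median of 224 bp. For a site in both lists, the peak centres of replicates 1 and 2 lay a median of 15 bp apart, those of replicates 1 and 3 also 15 bp, and those of replicates 2 and 3 13 bp. The distance was at most 50 bp for 90.7%, 91.7% and 94.4% of these sites.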

Motif search and peak annotation were performed using ChIPseeks implementation of HOMER [11].

For downstream analysis, peaks identified in two out of three biological replicates were taken. Downstream analysis steps were performed using Python and R and parts of data preprocessing was done using ChipPeakAnno [12]. For the clustering of HMR peaks according to adjacent HP1a ChIP signals, three clusters were generated with K-means algorithm [13].

For repeat analysis, reads from ChIP-Seq experiments were mapped to RepBase version 19.10 [14] using bowtie [3]. Only unique reads were kept for analysis. For each repetitive element log (of base 2) fold change was calculated. For the read density tracks, deepTools (version 2.3.3.5) [15] with parameter sets *--ratio ratio --pseudocount=1* was utilized to normalize against the control.

Following genome-wide binding data sets derived from S2 cells (unless stated otherwise) were used: CP190, Su(Hw), CTCF and mod(mdg4) from GEO GSE41354 [16], BEAF-32 from GEO GSE32815 [17]. RNA expression data for untreated S2 cells was taken from GEO GSE46020. For *D. melanogaster* larvae and ovaries, RNA-Seq data were taken from NCBI BioProject PRJNA236022 [18] and analyses were performed with cuffdiff 2 [19].

**References**

1. Böttcher R, Hollmann M, Merk K, Nitschko V, Obermaier C, Philippou-Massier J, et al. Efficient chromosomal gene modification with CRISPR/cas9 and PCR-based homologous recombination donors in cultured Drosophila cells. Nucleic Acids Res. Oxford University Press; 2014;42: e89–e89. doi:10.1093/nar/gku289
2. Koressaar T, Remm M. Enhancements and modifications of primer design program Primer3. Bioinformatics. Oxford University Press; 2007;23: 1289–1291. doi:10.1093/bioinformatics/btm091
3. Langmead B, Trapnell C, Pop M, Salzberg SL. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol. 2009;10: R25. doi:10.1186/gb-2009-10-3-r25
4. Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, et al. The Sequence Alignment/Map format and SAMtools. Bioinformatics. Oxford University Press; 2009;25: 2078–2079. doi:10.1093/bioinformatics/btp352
5. Andrews S. FATSQC, a quality control tool for high throughput sequence data. In: http://www.bioinformatics.babraham.ac.ukprojectsfastqc. 2010.
6. Hannon GJ. FASTX Toolkits FASTA/Q short reads preprocessing kit [Internet].
7. Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, et al. Model-based analysis of ChIP-Seq (MACS). Genome Biol. BioMed Central; 2008;9: R137. doi:10.1186/gb-2008-9-9-r137
8. Nicol JW, Helt GA, Blanchard SG, Raja A, Loraine AE. The Integrated Genome Browser: free software for distribution and exploration of genome-scale datasets. Bioinformatics. 2009;25: 2730–2731. doi:10.1093/bioinformatics/btp472
9. Thorvaldsdóttir H, Robinson JT, Mesirov JP. Integrative Genomics Viewer (IGV): high-performance genomics data visualization and exploration. Brief Bioinformatics. 2013;14: 178–192. doi:10.1093/bib/bbs017
10. Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, et al. Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell. 2010;38: 576–589. doi:10.1016/j.molcel.2010.05.004
11. Chen T-W, Li H-P, Lee C-C, Gan R-C, Huang P-J, Wu TH, et al. ChIPseek, a web-based analysis tool for ChIP data. BMC Genomics. BioMed Central; 2014;15: 539. doi:10.1186/1471-2164-15-539
12. Zhu LJ, Gazin C, Lawson ND, Pagès H, Lin SM, Lapointe DS, et al. ChIPpeakAnno: a Bioconductor package to annotate ChIP-seq and ChIP-chip data. BMC Bioinformatics. 2010;11: 237. doi:10.1186/1471-2105-11-237
13. MacQueen J. Proceedings of the fifth Berkeley symposium on mathematical statistics and probability, volume 1: Statistics. Some methods for classification and …; 1967.
14. Bao W, Kojima KK, Kohany O. Repbase Update, a database of repetitive elements in eukaryotic genomes. Mobile DNA. 2015;6: 11. doi:10.1186/s13100-015-0041-9
15. Ramírez F, Ryan DP, Grüning B, Bhardwaj V, Kilpert F, Richter AS, et al. deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res. Oxford University Press; 2016;44: W160–5. doi:10.1093/nar/gkw257
16. Ong C-T, Van Bortle K, Ramos E, Corces VG. Poly(ADP-ribosyl)ation Regulates Insulator Function and IntrachromosomalInteractions in Drosophila. Cell. Elsevier Inc; 2013;155: 148–159. doi:10.1016/j.cell.2013.08.052
17. Riddle NC, Minoda A, Kharchenko PV, Alekseyenko AA, Schwartz YB, Tolstorukov MY, et al. Plasticity in patterns of histone modifications and chromosomal proteins in Drosophila heterochromatin. Genome Res. 2011;21: 147–163. doi:10.1101/gr.110098.110
18. Satyaki PRV, Cuykendall TN, Wei KH-C, Brideau NJ, Kwak H, Aruna S, et al. The hmr and lhr hybrid incompatibility genes suppress a broad range of heterochromatic repeats. Malik HS, editor. PLoS Genet. Public Library of Science; 2014;10: e1004240. doi:10.1371/journal.pgen.1004240
19. Trapnell C, Hendrickson DG, Sauvageau M, Goff L, Rinn JL, Pachter L. Differential analysis of gene regulation at transcript resolution with RNA-seq. Nat Biotechnol. 2013;31: 46–53. doi:10.1038/nbt.2450

How the deposited data were processed for this re-analysis (not part of the article)

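HMR binding was measured by ChIP-Seq in untreated S2 cells with an anti-HMR antibody (3 biological replicates), and background with an anti-FLAG antibody (control IgG, 2 replicates). Of the 29 samples of the series, these 5 have a peak list that was analysed here. The samples were grouped by the antibody, treatment and replicate number given in their labels and in S2 Table. The ChIP libraries of RNAi-treated cells, those for HP1a, H3K9me3 and H3, the published insulator profiles, the repeat analysis and the expression data were not analysed here.

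The authors filtered the reads with FastX 0.0.13, aligned them to dm3 with Bowtie 2.2.6 without the Uextra scaffold, kept unique reads with samtools 1.2 and called peaks with HOMER 4.8 in each sample against an input, with peaks of 200 bp and a fragment length of 200 bp. Replicates were not pooled. The score column of the deposited lists holds the same number for every peak, so it carries no measurement. The lists give positions and an order, and the header gives the library's tags, thresholds and filters. Because there is no score, the planned choice of the best-scored sites of each class was not applied, and list order stood in for it where a stricter threshold was tried. In HMR replicates 1 and 2 and control replicate 2 the order followed the caller's peak number within each chromosome with a Spearman rho of at least 0.910. The list of HMR replicate 3 carries running numbers in place of the caller's, so its order was not checked in this way, and control replicate 1 has too few peaks per chromosome. Sites are named here if they lie in the views of Fig. 1D or Fig. 2C, next to an amplicon of S1 Table, or on a control peak.

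Peaks were read from the lists and converted to 1-based positions. Peaks that overlapped by at least 1 bp, directly or through another peak, were merged into a site, and a site counted as shared when at least 2 of the 3 HMR lists held it. Classes and annotations were taken from S3 Table, and symbols from the RefSeq table of the Release 6 assembly. The chance level of overlaps came from 1000 rotations of each list along its chromosomes. Densities were compared by exact binomial tests with 95% Clopper-Pearson intervals converted to ratios, shares by Fisher's exact test with 95% Wilson intervals, and distances between sites by 10000 permutations of the class among sites of the same kind of location. Tests were two-sided unless stated, with a threshold of 0.05. They treat sites as independent and cover counting error only, and p-values were not adjusted across the different comparisons. Depth limits the lists in a further way, since a site below the tag limit of one library is missing from its list. The main settings, the tests and the alternatives to each of them were chosen before the data were examined, with these exceptions. The comparison of single arms and the tests named as later ones in the closing parts came afterwards. The test of neighbouring sites was set after close pairs had been seen in S3 Table. The alternatives were another overlap, a stricter list, another number of replicates, each replicate left out, other proximal windows, other distances and other annotation groups.

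The scripts were tested on simulated data. All 800 of 800 planted shared sites were recovered. The planted copies always overlapped and the sites lay well apart, so this recovery checks the code only. For the rotation test, 1 of 100 sets of unrelated lists passed the threshold of 0.05. These lists were drawn evenly over the arms and chromosome 4, without the clustering or the other scaffolds of the real lists. The intervals held a planted density ratio of 3 in 194 of 200 sets, and 2 of 100 sets without a class effect passed the permutation test.

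Alternatives that need the dm3 genome, which are the assembly's own chromosome lengths and a search for insulator motifs in the sites, were not run. The calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and statsmodels 0.14.6, and the plots Matplotlib 3.10.9.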

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

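Of the tests in this part, those on the control overlap and list position of sites found in one replicate, on their distance to shared sites in replicate 1, on their density on chromosome 4 and, for replicate 2, in the proximal windows, on the start or end of an arm, and the comparison of arms itself were chosen only after the result was seen.

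The paper gives the number of sites found in a single replicate in Fig. 1A and takes those found in at least 2 replicates for its further analysis. HMR replicate 1 alone held 386 such sites, against 22 peaks in all of the control IgG list called against the same input. Of the 386, 1 overlapped a control peak, so the called control peaks account for almost none of them. With 22 peaks in the control list of the same input, weaker signal shared with the control cannot be excluded. A random scatter was tested in the proximal 2 Mb, where the density ratio of these sites was 0.916 (two-sided exact binomial test, p = 0.710), a value that a random scatter would also give. Other values argue against random calls as the whole of it. On chromosome 4 the ratio was 2.24 (9 of 382 sites; two-sided exact binomial test, p = 0.0226), and 24 of the sites lay within 2000 bp of a shared site, against 10.9 on average and at most 22 after rotation (one-sided rotation permutation test, p = 0.001, the smallest these draws can give). Their median relative position in the list was 0.759, low in the list, as weak sites would be. The tag limit does not by itself explain their absence from the other lists, since per 10000000 tags it was 41.7 in replicate 1 and lower in replicates 2 and 3, at 35.4 and 35.7. Weak sites lost at that limit would need a lower enrichment in those libraries, which was not measured site by site. The later filters can also remove a site. The comparison with the input took out 82.5% and 94.0% of the putative peaks of replicates 2 and 3, and that with the local signal a further 2152 and 197. The lists do not show which sites these were, so a loss at these filters stays open. What share of them is bound cannot be read from the lists, and no biological explanation was tested.

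HMR replicate 2 alone held 260 sites, a number close to the 242 peaks of control IgG replicate 2, the deeper control library. Of these sites, 45 overlapped a control peak, so signal also seen in the control may account for that part, while 215 overlapped none. The number within 2000 bp of a shared site was 7, against 6.10 on average after rotation (one-sided rotation permutation test, p = 0.420), unlike the sites of replicate 1. Their density in the proximal 2 Mb was raised, with a ratio of 1.76 (two-sided exact binomial test, p = 0.0103), which argues against a random scatter over the arms but is also seen in the control list. On chromosome 4 their ratio was 0.926 (2 of 203 sites; two-sided exact binomial test, p = 1), a value that a random scatter would also give. Their median relative position of 0.784 again places them low in the list, as weak sites would be. No biological explanation was tested.

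The proximal increase in HMR sites differed between chromosome arms, with p = 0.0010 against one common ratio (one-sided exact conditional test, estimated with 10000 draws). A first version of this test, in which the total was not held fixed, gave p = 0.0020 (one-sided, simulated binomial counts). With both classes counted, the ratio on 2L and 2R together was 2.55 (59 of 291 sites). On 3L, 3R and X together, with 33 of 430 sites, it did not differ from 1 (two-sided exact binomial test, p = 0.859). The width of the window was argued against, since at 1 Mb the ratio of 3L, 3R and X was 0.744 (two-sided exact binomial test, p = 0.388). An arm end set by the last peak was argued against too, because 2R and 3R both start at position 1 and gave 2.71 and 0.805. HMR replicate 2, the list with the highest proximal ratio, is not needed for the difference, which had p = 0.00060 without it, 0.00070 without replicate 1 and 0.0001 without replicate 3 (one-sided exact conditional test, 0.0001 being the smallest the draws can give). The difference was less clear in other settings. In the list of replicate 1 taken alone with a window of 3 Mb, p was 0.0902 by this exact test (0.152 without the fixed total), and without HMR replicate 1 at 1 Mb it was 0.0324 (0.0633 without the fixed total). The sites were also split by class, a split made only after the result was seen. The class 2 ratio was not raised on any arm, lying between 0.479 on 3L and 0.805 on 3R. Proximal class 1 sites numbered 17 on 2L, 28 on 2R, 9 of 9 on 3L and 1 on X, and 3R had 0 class 1 sites. The raised ratios of 2L and 2R were therefore carried by class 1. How much pericentromeric sequence dm3 holds for each arm was not analysed here, so a difference in the assembly stays open, and no biological explanation was tested.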

How the results depend on the processing

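Of the settings in this part, the proximal ratio of single arms, the comparison of HMR with control lists under the definition used for the classes, the replicate block with that definition or with U left out, and the count of neighbouring sites as 1 unit were chosen only after the result was seen. The main test of neighbouring sites was itself set after close pairs had been seen in S3 Table.

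Of 88 comparisons of a result with an alternative, 76 kept their direction and their side of the threshold or, for a count, stayed within 1.5 times the original. The density ratio of chromosome 4 stayed between 3.26 and 6.49, that of the proximal windows between 1.35 and 2.02, and that of region 31 between 4.43 and 8.99. The class 1 minus class 2 difference stayed between 50.1 and 52.3 points for promoters, 71.1 and 88.3 for heterochromatin, and 16.3 and 25.7 for presence in all 3 lists.

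The number of shared HMR sites was 526 with all 3 lists required and 1515 with any list accepted, which follows from the rule. With each HMR replicate left out it lay between 554 and 676. The overlap of 3 shared sites with control peaks, not past the threshold by the main rotation test, passed it with at least 100 bp of overlap (3 sites; two-sided rotation permutation test, p = 0.0180), for sites of any list (51; p = 0.00200 by the same permutation test) and with control peaks within 1000 bp (10). Of the 51 sites of any list, 45 were found in HMR replicate 2 alone, 1 in replicate 1 alone and 2 in replicate 3 alone. That count therefore rests mostly on HMR replicate 2. Leaving out HMR or control replicates in turn gave 1 to 3 shared sites. The lowest is that without control replicate 2, and without HMR replicate 2 the 3 sites passed the threshold (two-sided rotation permutation test, p = 0.0380). Over all 11 alternatives p ran from 0.00200 to 0.176, so the test is close to its threshold; the cause was not tested.

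Class 1 sites had a neighbour within 1000 bp more often than class 2 sites by 10.2 points, of which permutation within location gave 4.01 on average (two-sided permutation test, p = 0.0006). Both sites of each of the 17 pairs are in the same class. Close neighbours are likely to share one, since the authors assigned it from the HP1a signal around each site. With a pair counted as 1 unit, 8 of 116 units in class 1 and 9 of 661 in class 2 were pairs, a difference of 5.53 points against a permuted mean of 2.08 (two-sided permutation test of units, p = 0.0110). The difference was 3.59 points for sites in all 3 lists and 3.26 to 10.7 points with each HMR replicate left out. Without HMR replicate 1 (3.26) or replicate 2 (3.33) it no longer passed the threshold, as it did not for sites in all 3 lists (p = 0.195, 0.194 and 0.199 by the same permutation test). These settings leave 6 class 1 sites with a close neighbour in place of 16, so the result rests on few pairs.

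For the comparison of HMR with control lists, heterochromatin was set as chromosome 4, the Het scaffolds, the proximal 2 Mb and the unplaced scaffold U, without region 31, unlike in the comparison of classes. In the sum of the lists, the share of peaks there was 21.1% for HMR and 36.7% for the control, a difference of -15.6 points (two-sided Fisher's exact test, p = 3.11e-08). With peaks on U left out it was -11.0 points (p = 0.000109 by the same exact test). With the definition used for the classes, where region 31 is counted and U is not, the shares were 21.8% and 28.8% and the difference -6.95 points (two-sided Fisher's exact test, p = 0.0109), so its size depends on how U and region 31 are counted. With U counted and region 31 not, and each replicate left out in turn, the difference lay between -18.4 and 7.46 points. The reversal is that without control replicate 2, which leaves the 22 peaks of control replicate 1 (7.46 points; two-sided Fisher's exact test, p = 0.599), so the sign depends on that library. HMR and control share replicate numbers 1 and 2. The headers name one input for both replicate 1 libraries and another for both replicate 2 libraries, which ties equal numbers to one chromatin preparation if each input was taken from the chromatin of its ChIP. The labels and the paper do not say that equal numbers are paired. With the replicate number as a block and U counted, the difference was -10.3 points, still past the threshold by the two-sided Cochran-Mantel-Haenszel test. With U left out it was -6.81 points, also past the threshold by that test. With the definition used for the classes it was -3.06 points under the block and not past the threshold by that test, so under that definition the difference between HMR and control is not established. With U counted, the heterochromatic share was higher in replicate 2 than in replicate 1 for both HMR (26.9% and 17.7%) and control (38.8% and 13.6%), and with the definition used for the classes it was 26.1% and 19.2% for HMR and 30.2% and 13.6% for the control.

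Among single arms, the proximal ratio of 3L was 0.619 at 1 Mb, below 1 where it had been 1.20 at 2 Mb, and neither passed the threshold (two-sided exact binomial test, p = 0.539 and 0.465), so its direction is not established. The ratio of 2L without HMR replicate 2 was 1.75.

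The assembly's own chromosome lengths and the motif search were not run. Depth limits the lists through the tag limit per library, and a control library of 22 peaks cannot show a regional difference of moderate size.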

Differences from the paper's values

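No test in this part was chosen after the result was seen, and no value stated in the paper's text or supplements differed from that found here by more than 1.5 times. The legend of S1A Fig. states that control IgG peaks and HMR peaks do not overlap. In the lists, 3 of the 794 shared sites overlapped a control peak by at least 1 bp, a share of 0.378%, and 791 did not.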

Other observations

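Of the tests in this part, those on the overlap of the replicate 2 lists, on the number of peaks in HMR replicate 1, on the numbers of sites missing from each replicate, on the recurrence of control peaks, on the spacing of peak centres and on the density of each class in the proximal windows were chosen only after the result was seen. The comparison of classes by close neighbours was set after close pairs had been seen in S3 Table.

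The proximal increase in HMR density was carried by class 1. On the 5 arms, 55 of 66 class 1 sites lay in the proximal 2 Mb. For class 2 it was 37 of 655, a density 0.651 times that of the rest of the arms (two-sided exact binomial test, p = 0.00909). By arm, 17 of 23 class 1 sites were proximal on 2L, 28 of 30 on 2R, 9 of 9 on 3L and 1 of 4 on X, and 3R had 0 class 1 sites. On 3L, where no increase was detectable for both classes together, class 1 alone was past the threshold (two-sided exact binomial test, p = 1.59e-10). The class 2 ratio was below 1 on each arm, from 0.479 on 3L to 0.805 on 3R, and on no single arm past the threshold. Class 1 was defined by HP1a, which is not independent of this location, so no explanation is offered for it.

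HMR replicate 2 and control IgG replicate 2 had 47 peaks of the HMR list in common, against 4 for HMR replicate 1 and 5 for HMR replicate 3 with the same control list. Loci that give signal in any ChIP are argued against, since 2 of the 47 recurred in another HMR list, against 641 of the other 856 peaks of that list (two-sided Fisher's exact test, p = 1.53e-23). Reads placed on U, M and the Het scaffolds do not account for all of it either: 27 of the 47 lie on the large arms and chromosome 4, where HMR replicates 1 and 3 had 4 and 5 overlapping peaks (two-sided Fisher's exact test, p = 3.63e-08). Both replicate 2 libraries were called against the same input. The replicate 1 libraries also share an input and had 2 peaks in common, but that control list has only 22 peaks, so an effect of the shared input or sequencing cannot be told apart from other differences of the replicate 2 libraries. No biological explanation was tested. Of the 22 peaks of control replicate 1, 15 recurred in control replicate 2, against 0.025 on average after rotation (one-sided rotation permutation test, p = 0.001, the smallest these draws can give), so part of the control signal is repeatable.

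HMR replicate 1 had the most peaks with the fewest tags, 7190138, so depth alone is argued against. Its peaks held 232 tags per peak when scaled to 10000000 tags, against 168 in replicate 2 and 191 in replicate 3, with every peak 201 bp long. This is in line with a higher enrichment in that immunoprecipitation, and its unique share of 34.9% was the lowest of the 3. The number of tags per peak is a mean over peaks called separately in each library, and with 1 library per replicate no test was made.

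Class 1 sites were found in all 3 lists more often than class 2 sites, 109 of 124 against 417 of 670, a difference of 25.7 points (two-sided Fisher's exact test, p = 3.95e-09). Class 1 also stood higher in the lists, with a median relative position of 0.278 against 0.479. With the class permuted within 4 equal parts of the list order the mean difference was 17.2 points (two-sided permutation test, p = 0.0137), and within heterochromatic and other sites it was 18.5 (p = 0.00540 by the same permutation test), so neither accounts for the whole difference on its own. Permuted within both together, the observed difference was no longer beyond chance (two-sided permutation test, p = 0.0653). Peak strength and location together may therefore account for the more frequent detection of class 1.

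The sites missing from HMR replicate 2 were nearly all class 2. Of the sites in replicates 1 and 3, replicate 2 lacked 2 of 111 in class 1 and 149 of 566 in class 2, or 1.80% and 26.3% (two-sided Fisher's exact test, p = 3.98e-11). Replicate 1 showed the same direction, lacking 0 of 109 class 1 and 29 of 446 class 2 sites of those in replicates 2 and 3 (two-sided Fisher's exact test, p = 0.00280). For replicate 3 no difference was detected, with 13 of 122 and 75 of 492 of the sites in replicates 1 and 2 missing (two-sided Fisher's exact test, p = 0.248). The difference between the replicates was not tested. List position accounts for part, with a mean of -11.3 points after permutation within 4 equal parts of the order, against the observed -24.5 (two-sided permutation test, p = 0.00010, the smallest these draws can give). Permuted within location the mean was -21.0 points (p = 0.0318 by the same permutation test), and within location and position together p was 0.0284. With location split only into heterochromatic and other sites, neither accounts for the whole difference. Within heterochromatin replicate 2 lacked 0 of 107 class 1 and 6 of 47 class 2 sites (two-sided Fisher's exact test, p = 0.000640), which location as defined here leaves unexplained. Elsewhere it lacked 2 of 4 class 1 and 143 of 519 class 2 sites, where 4 sites of class 1 are too few to compare. No biological explanation was tested.

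Class 1 sites stood close together more often, as the eEF1delta promoter in region 31 shows, although this rested on few pairs when replicates were left out. Within 1000 bp there were 8 neighbouring pairs of class 1, 9 of class 2 and none of mixed class. The lack of mixed pairs carries little weight, since classes were assigned from the HP1a signal around each site. Neighbouring promoters are argued against, since 1 of the 8 class 1 pairs was annotated to different genes and 7 to the same gene. With every shared site moved at random by up to 50 kb the mean difference was 3.48 points (one-sided permutation test, p = 0.0110), so local density does not account for all of it. The centres of 3 of the 8 pairs were under 600 bp apart, the closest 464 bp, while the caller keeps peaks 400 bp apart. One broad site called as 2 peaks cannot be told apart from 2 sites with 8 pairs of positions. No biological explanation was tested.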
